# Long Chain Fatty Acyl-CoA Synthetase 4 Is a Biomarker for and Mediator of Hormone Resistance in Human Breast Cancer

**DOI:** 10.1371/journal.pone.0077060

**Published:** 2013-10-14

**Authors:** Xinyu Wu, Yirong Li, Jinhua Wang, Xin Wen, Max T. Marcus, Garrett Daniels, David Y. Zhang, Fei Ye, Ling Hang Wang, Xinxin Du, Sylvia Adams, Baljit Singh, Jiri Zavadil, Peng Lee, Marie E. Monaco

## Abstract

The purpose of this study was to determine the role of long-chain fatty acyl-CoA synthetase 4 (ACSL4) in breast cancer. Public databases were utilized to analyze the relationship between ACSL4 mRNA expression and the presence of steroid hormone and human epidermal growth factor receptor 2 (HER2) in both breast cancer cell lines and tissue samples. In addition, cell lines were utilized to assess the consequences of either increased or decreased levels of ACSL4 expression. Proliferation, migration, anchorage-independent growth and apoptosis were used as biological end points. Effects on mRNA expression and signal transduction pathways were also monitored. A meta-analysis of public gene expression databases indicated that ACSL4 expression is positively correlated with a unique subtype of triple negative breast cancer (TNBC), characterized by the absence of androgen receptor (AR) and therefore referred to as quadruple negative breast cancer (QNBC). Results of experiments in breast cancer cell lines suggest that simultaneous expression of ACSL4 and a receptor is associated with hormone resistance. Forced expression of ACSL4 in ACSL4-negative, estrogen receptor α (ER)-positive MCF-7 cells resulted in increased growth, invasion and anchorage independent growth, as well as a loss of dependence on estrogen that was accompanied by a reduction in the levels of steroid hormone receptors. Sensitivity to tamoxifen, triacsin C and etoposide was also attenuated. Similarly, when HER2-positive, ACSL4-negative, SKBr3 breast cancer cells were induced to express ACSL4, the proliferation rate increased and the apoptotic effect of lapatinib was reduced. The growth stimulatory effect of ACSL4 expression was also observed *in vivo* in nude mice when MCF-7 control and ACSL4-expressing cells were utilized to induce tumors. Our data strongly suggest that ACSL4 can serve as both a biomarker for, and mediator of, an aggressive breast cancer phenotype.

## Introduction

Breast cancer is a heterogeneous disease comprised of distinct molecular subtypes that can be generally characterized by the expression status of receptors for estrogen (ER), progesterone (PR), human epidermal growth factor receptor 2 (HER2) and more recently, androgen (AR). Tumors that are negative for expression of ER and PR and for amplification of HER2 expression are termed triple negative breast cancers (TNBC) and display a more aggressive phenotype that is not amenable to steroid hormone/HER2-based targeted therapies and has a worse prognosis than receptor positive cancer [1]. Recent studies indicate that TNBC can be further stratified on the basis of expression of AR [2-4]. TNBC lacking AR are considered quadruple negative breast cancers (QNBC) and have been demonstrated to have a worse prognosis than TNBC in most studies [5], though not all [6]. 

We have previously demonstrated that the fatty acid metabolic enzyme, long chain fatty acyl-CoA synthetase 4 (ACSL4) is differentially expressed in human breast cancer samples as a function of expression of ER and AR [7]. ACSL4 is one of five isoforms of mammalian long chain acyl-CoA synthetases that activates fatty acids for further metabolism by condensing the fatty acid with a molecule of coenzyme A to form a thioester. Individual ACSL isoforms are characterized by their subcellular location and substrate specificity, although the significance of these characteristics has yet to be fully elucidated [8]. ACSL4 is unique in that it is localized to the peroxisome and the mitochondria-associated endoplasmic reticulum membrane, and has higher affinity for arachidonic acid (AA) and eicosapentanoic acid as substrates [9]. Previous studies have demonstrated that ACSL4 is overexpressed in both liver [10] and colon [11] cancer as well as in aggressive forms of breast cancer [7,12], and it has been suggested that metabolism of AA may play a role in mediating the effects of ACSL4 expression [12,13]. We showed that in both breast cancer cell lines and tumor samples, ACSL4 expression is inversely correlated with ER and AR levels. Importantly, in ER-negative tumors, high ACSL4 expression predicts a shorter time to distant metastases [7]. Thus ACSL4 serves as one of many biomarkers of an aggressive breast cancer phenotype and/or resistance to hormonal interventions. These data raise the question of the function of ACSL4 enzyme activity in mediating the aggressive phenotype associated with hormone independence. The investigation of the role of ACSL4 enzyme activity in mediating the aggressive phenotype associated with hormone independence may aid in the discovery of new therapeutic targets.

In the current study, we expand our previous findings to include a negative correlation between ACSL4 expression and HER2 amplification, and determine that ACSL4 levels correlate positively with the most aggressive QNBC. Furthermore, we demonstrate the impact of induced ACSL4 expression on cell growth, invasion and resistance to hormones. 

## Materials and Methods

### Ethics Statement

 Commercially available human cell lines and anonymous patient data from public databases were used for this study; as such, no patient consents were required and an exemption was granted by the Subcommittee for Human Studies of the Veterans’ Administration Medical Center on 12/09/08. Approval for animal experiments was obtained from the Institutional Animal Care and Use Committee of NYU School of Medicine (NYU IACUC # 110506-02).

### Tissue culture, cell proliferation and invasion assays

MDA-MB-231 cells, MCF-7 cells and SKBr3 cells (American Type Culture Collection) were maintained in DMEM (Life Technologies) supplemented with 10% heat-inactivated bovine serum (fetal bovine serum), 1 U/ml of penicillin and 1 μg/ml of streptomycin. Cell proliferation was measured by the colorimetric WST assay under different growth conditions, in either complete medium, or phenol red-free medium containing charcoal-stripped with or without defined levels of estrogen (1 nM 17β- estradiol). Anchorage-independent cell growth in soft agar was performed in triplicate with cells (4x10^4^) suspended in 2ml of medium containing 0.35% agar (Becton Dickinson) spread on top of 5ml of 0.7% solidified agar. Numbers and size of colonies were calculated.

Matrigel invasion assays were performed by adding 750 μL media with a chemoattractant (5% FBS) to the lower chamber of a BD Biocoat Matrigel Invasion Chamber (BD Bioscience, Bedford). A cell suspension (5 x 10^4^) in 0.5 ml DMEM with 0.1% BSA was placed on the insert of the 24-well chamber. After 18 hours of incubation, the non-invading cells on the upper surface of the filter member were removed with a cotton swab. Invasive cells on the lower surface of the filter member were stained via Diff Quik stain and counted under light microscopy. The percentage of invasion was expressed as the ratio of invading cells over cell number normalized on day 2 of the growth curve. These methods have been previously described [14].

### Transfection of MCF-7 and SKBr3 cells

To establish a stable cell line that conditionally expressed ACSL4, the MCF-7 Tet-On Advanced Cell Line (Clonetech, CAT# 631153), grown in DMEM medium supplemented with 400 μg/ml G418, was subsequently transfected with either the pTRE-ACSL4 plasmid or the empty pTRE plasmid as a control. Individual cell clones were selected and isolated in the presence of 400 μg/ml G418 and 2 μg/ml puromycin in the culture medium. Single cell clones were cultured at high cell density in the presence and absence of 1 μg/ml doxycycline for 24 h and ACSL4 expression confirmed by immunoblot analyses.

A second method was utilized to force expression of ACSL4 in MCF-7 and SKBr3 cells. The Precision LentiORF-ACSL4 and RFP control viral particles (Thermo Scientific Company, CAT # OHS5833 and OHS5899) were incubated with MCF-7 and SKBr3 cells for 15 hours in high glucose DMEM containing 10% FBS, 10 μg/ml polybrene (Sigma) at 37°C in an atmosphere of 5% CO_2_. On the next day, the infected cells were washed twice with DMEM medium and individual cell clones were selected and grown in the presence of 10 μg/ml Blasticidin S. 

### RNA extraction, semi-quantitative RT-PCR and siRNA knockdown

Total RNA was extracted from cells using the RNAqueous-4PCR kit (AM1914, Ambion). RetroScript kit (AM1710, Ambion) was used for cDNA synthesis with isolated RNA as template, according to manufacturer’s instructions. 5 μl of the reverse transcription mixtures was used as template in 50 μl reactions. The PCR parameters were set as follow: 95°C -30 sec, 60°C-30 sec and 72°C- 30 sec. 15 μl of PCR product was separated on 2% agarose gel. 

Small Interfering RNA-mediated knockdown of ACSL4 in MDA-MB-231 cells was performed in T-25 flasks in complete medium lacking antibiotic after cells were allowed to attach overnight. Cell densities at the start of the experiment were between 30% and 60%. Transfection of small interfering RNA (siRNA; either control or ACSL4-specific Smart Pool siRNA purchased from Dharmacon, Lafayette, CO) was accomplished using Lipofectamine RNAiMAX (Invitrogen) according to the protocol recommended by the manufacturer. Transfections were carried out for 48 hours.

### Analysis of microarray data

Gene expression in MCF-7 and cells was analyzed with Affymetrix GeneChip Arrays. Three individual biological replicate samples of RNA were assayed for each experimental condition. The target populations and GeneChips were prepared, hybridized, and scanned according to the manufacturer's instruction. Briefly, 1 μg total RNA, isolated as described above, was reverse transcribed with a poly-(T) primer containing a T7 promoter, and the cDNA made double-stranded. An in vitro transcription was done to produce biotinylated cRNA, which was then hybridized to the GeneChips. The chips were washed and stained with streptavidin-conjugated phycoerythrin using an Affymetrix FS-450 fluidics station, and data was collected with Affymetrix GeneChip Scanner 3000. 

 Microarray expression data was processed by Robust multichip average (RMA) normalization by GenePattern in the ExpressionFileCreator module and/or GeneSpring GX11 software (Agilent). CEL files were transformed into GCT format with normalized probe set intensity values. Comparative Marker Selection was used to calculate p-value, FDR, FWER, and fold change to select statistical significant candidate probe sets. Gene Set Enrichment Analysis (GSEA) and NIH DAVID databases were used to interpret the ranked probe sets to identify significantly enriched biological processes and gene-based categories in the Gene Ontology, KEGG pathway and Reactome databases. Microarray data has been deposited at the Gene Expression Omnibus web site (GSE40968). 

### Immunoblot analysis

Immunoblot analysis was used to assess expression of ACSL4 and ER, with β-actin utilized as a loading control. Methods were as previously described [15]. In brief, the cells were lysed in an appropriate volume of lysis buffer containing protease cocktail inhibitor (P8340, Sigma) and the extracts were separated using SDS-polyacrylamide gel electrophoresis. The proteins were transferred to a PVDF nitrocellulose membrane for western blot analysis and developed with antibodies against ACSL4 (S0101, Epitomics), ER (SC-542, santa cruz), and β-actin (A5441, Sigma), and with the appropriate horseradish peroxidase-conjugated secondary antibody (7076S or 7074S, cell signaling). Protein bands were identified by imaging with a ChemiDoc XRS system. Densities were quantitated using the Quantify One 4.6.9 software system (Biorad). 

### Apoptosis assays

Control- and ACSL4-transfected cells were treated with tamoxifen, triacsin C, etoposide or lapatinib in complete medium for 72 hours. Apoptosis was measured using the Caspase-Glo assay kit (Promega, Madison USA). Briefly, after the plates containing cells were equilibrated at room temperature for 30 minutes, 100 μl of Caspase-Glo reagent was added to each well, the content of the well was gently mixed with a plate shaker at 300–500 rpm for 30 seconds followed by incubation at room temperature for 8 hours. The luminescence value of each sample was measured with luminometer (Thermo Labsystems) using 1 minute lag time and 0.5 second/well read time. The experiments were performed in triplicate and repeated on two separately-initiated cultures. 

### Proteomic Pathway Array Analysis

The analyses were carried out as previously described [16-19]. In brief, proteins were extracted from cells using a lysis buffer containing 20 mmol/L Tris-HCl (pH 7.5), 20 mmol/L sodium pyrophosphate, 40 mmol/L B-glycerophosphate, 30 mmol/L sodium fluoride, 2 mmol/L EGTA, 10 mmol/L NaCl, and 0.5% NP-40. The lysate was sonicated 3 times for 15 seconds each time, and then centrifuged (14,000 rpm, 30 minutes, and 4°C). The tubes were kept on ice throughout the process. The protein concentration was determined with the BCA Protein Assay Kit (PIERCE). Isolated proteins were separated by SDS-PAGE (10% acrylamide). Three hundred micrograms of protein extracts were loaded in a well across the entire width of gel for SDS-PAGE, followed by electro-transfer to a nitrocellulose membrane. The membrane was then blocked for 1 hour with 5% milk or 3% bovine serum albumin and clamped on to a Mini-PROTEAN II Multiscreen apparatus that isolates 20 channels across the membrane (Bio-Rad). Two or 3 antibodies were added to each channel and incubated overnight at 4°C. Different sets of antibodies were used for each membrane after stripping the previous set of antibodies. Antibodies were purchased either from Cell Signaling Technology, Inc., or from Santa Cruz Biotechnology, Inc. Two separate analyses were run for each sample. In each set, antibodies and protein levels were normalized by using β-actin and glyceraldehyde-3-phosphate dehydrogenase as standards. Chemiluminescence signals were captured by using the ChemiDoc XRS System. Differences in protein levels were determined by densitometric scanning and normalized to internal standards.

### Xenograft studies in nude mice

Control-transfected and ACSL4-expressing MCF-7 cells were generated by stable transfection with lentiviral particles as described above. 1 x 10^6^ cells from a single clone were mixed with Matrigel (Becton Dickinson) at a ratio of 1:1 and inoculated into the right inguinal mammary gland of 4- to 5-week-old female Nu/Nu BALB/c athymic nude mice (Frederick National Laboratory, NCI Animal Program). Both intact and ovariectomized animals were evaluated. The animals were given no exogenous estrogen. There were 10 animals for each experimental condition. The tumor growth was monitored and tumor volume measured every 3 days. The tumor volume was calculated as l x d x h x 0.52 [20].

### Statistical Analyses

Data was analyzed using the two-tailed Student t-test to compare means and the 2-way ANOVA test to compare growth curves. Differences were considered statistically significant for p< 0.05. For calculation of the predicative value of ACSL4 as a biomarker, a diagnostic test evaluation was carried out as described (http://www.medcalc.org/calc/diagnostic_test.php). 

## Results

### QNBC express high levels of ACSL4

 Publicly available microarray data was analyzed to determine the correlation between ACSL4 mRNA expression and expression of steroid hormone/HER2 receptors (ER, PR, AR and HER2). Results consistently revealed an inverse relationship between ACSL4 expression and receptor status. Table 1 illustrates this finding for several different studies of either cell lines [21,22] or tumor samples [23-26]. When one compares ACSL4 mRNA expression levels in ER-positive with that in ER-negative cells, the p value is 8.0E-05. Separating the samples by TNBC status decreases this p value by 10-fold, and adding AR-negative samples to the TNBC cohort, referred to as quadruple negative breast cancer (QNBC), further increases the significance of the difference. Utilizing expression array data from a different experiment where a total of 51 cell lines were analyzed, 21 of which were not included in the first analysis, the results for differential expression of ACSL4 versus QNBC yielded a p value of 4.59E-08. Thus two separate experiments yielded the same results. 

**Table 1:** Differential expression of ACSL4 in breast cancer as a function of receptor status.

**Study**	**Sample Type**	**Target Group (no.)**	**Other Group (no.)**	**TG/OG**	**p value**
Neve [21]	Cell lines	ER- (31)	ER+ (19)	1.71	8.00E-05
		TNBC (24)	Other (26)	1.79	7.00E-06
		QNBC (22)	Other (28)	1.88	3.75E-08
Hoeflich [22]	Cell lines	QNBC (22)	Other (29)	12.29	4.59E-08
Hess [23]	Tumor	TNBC (58)	Other (120)	1.33	6.70E-03
TGCA^1^	Tumor	TNBC (49)	Other (300)	1.54	7.30E-05
Wang [25]	Tumor	TNBC (55)	Other (200)	1.57	2.55E-10
Waddell [26]	Tumor	TNBC (22)	Other (44)	2.24	4.08E-06

Data was taken from arrays published by the authors. The p value, calculated using a two-tailed Student t-test, is for the difference in ACSL4 expression values between the designated groups. TG/OG is the ratio of the relative ACSL4 value for the Target Group divided by the Other Group. The number in parentheses denotes the sample size.

1 Data deposited at www.oncomine.com

Results were similar in studies of tumor samples also shown in Table 1. In evaluating ACSL4 mRNA levels in tumor samples, contamination with stromal and normal tissue must be considered. To determine the potential relevance of such contamination in evaluating ACSL4 levels, we determined ACSL4 expression levels in normal and stromal tissue utilizing microarray data reported for microdissected breast tumor tissue [27]. Results indicate that stromal tissue expresses high levels of ACSL4, while normal tissue expresses moderate levels (data not shown). This is not surprising since neither stromal tissue nor the majority of epithelial cells in normal tissue expresses receptors [28]. Thus in evaluating the expression data for human tumor samples, contamination with stroma and normal tissue might explain the variability in results when compared with those seen for cloned breast cancer cell lines. Note also that the ratio of the relative ACSL4 values between the groups does not take into account that the lower relative values have been empirically determined to represent the absence of ACSL4 expression, as we have previously determined by immunoblot analysis [7]

### Predictive value of ACSL4 as a biomarker for QNBC

Tables 2 and 3 detail the ACSL4 and receptor status of 71 individual cell lines. The ACSL4 status was determined for the cell lines by comparing the relative expression values to those previously validated by immunoblot [7]. The status for ER, PR and HER2 were derived from the relevant publications [21,22]. The status for AR was determined from microarray data. Table 2 lists cell lines that are positive for one or more receptors, while table 3 lists those cell lines that are QNBC. A statistical analysis was carried out to determine the utility of ACSL4 status (positive or negative) as a predictor of QNBC status. Table 4 summarizes the statistical data regarding the relationship between ACSL4 expression and QNBC status in these cell lines. The estimated value for sensitivity is 78% and for specificity is 86%. The positive and negative predictive values were not calculated because prevalence of QNBC in the cell lines was not comparable to that seen in breast cancer specimens. Of particular interest is the subset of cells that either co-express ACSL4 and a receptor or fail to express either ACSL4 or a receptor. These cell lines are listed in table 5. While it is possible that these represent false positives or false negatives, it is also possible that these cells comprise separate molecular subtypes (ACSL4+, non-QNBC and ACSL4-, QNBC) with implications for prognosis and treatment response. Thus addition of ACSL4 status as a biomarker might increase the predictive value of receptor status alone, and allow us to define a new category of effective QNBC for those specimens that express both ACSL4 and receptors. Those QNBC that fail to express ACSL4 might be designated as pseudo-QNBC. 

**Table 2:** ACSL4 expression in steroid hormone/HER2 receptor positive breast cancer cell lines.

	**ACSL4**	**HER2**	**ER**	**PR**	**AR**
**Cell Line**					
600MPE	N	N	P	N	N
AU565	N	P	N	N	N
BT474	N	P	P	P	P
BT483	N	N	P	N	N
Cama1	N	N	P	N	P
EFM19	N	N	P	N	N
EFM192A	N	P	P	N	N
HCC1007	N	P	P	N	P
HCC1008	N	N	P	N	N
HCC1419	N	P	P	N	N
HCC1428	N	N	P	N	N
HCC1569	P	P	N	N	N
HCC1954	P	P	N	N	N
HCC202	N	P	N	N	P
HCC2218	N	P	N	N	P
KPL1	N	N	P	N	N
KPL4	N	P	P	N	P
LY2	N	N	P	N	N
MCF-7	N	N	P	P	N
MDA-134VI	N	N	P	N	P
MDA175VII	N	N	P	N	N
MDA361	N	N	P	P	N
MDA415	P	N	P	N	P
MDA453	N	N	N	N	P
MDA468	N	N	N	N	N
MFM223	N	N	N	N	P
SKBr3	N	P	N	N	N
SUM185PE	N	N	N	N	P
SUM190PT	P	P	N	N	N
SUM225CWN	N	P	N	N	N
SUM44PE	N	N	P	N	P
SUM52PE	N	N	P	N	N
T47D	N	N	P	P	N
UACC812	N	P	P	N	N
UACC893	N	P	N	N	P
ZR75-1	N	N	P	N	P
ZR75-30	N	P	P	N	P
ZR75B	P	N	P	N	N

Data for ER, PR, HER2 and AR were derived as described in the text from public databases. ACSL4 status was determined based the correlation between expression data and representative immunoblot data previously published [7]. P=positive; N=negative

**Table 3:** ACSL4 expression in steroid hormone/HER2 receptor negative breast cancer cell lines.

	**ACSL4**	**HER2**	**ER**	**PR**	**AR**
**Cell Line**					
BT-20	P	N	N	N	N
BT549	P	N	N	N	N
CAL120	P	N	N	N	N
CAL148	N	N	N	N	N
CAL51	N	N	N	N	N
CAL85-1	P	N	N	N	N
DU4475	P	N	N	N	N
EVSA-T	N	N	N	N	N
HCC1143	N	N	N	N	N
HCC1187	N	N	N	N	N
HCC1395	P	N	N	N	N
HCC1500	P	N	N	N	N
HCC1599	P	N	N	N	N
HCC1806	N	N	N	N	N
HCC1937	P	N	N	N	N
HCC2157	P	N	N	N	N
HCC2185	N	N	N	N	N
HCC3153	P	N	N	N	N
HCC38	P	N	N	N	N
HCC70	P	N	N	N	N
HDQ-P1	P	N	N	N	N
HS578T	P	N	N	N	N
JIMT1	P	N	N	N	N
MCF10A	P	N	N	N	N
MCF12A	P	N	N	N	N
MDA231	P	N	N	N	N
MDA436	P	N	N	N	N
MDAMB157	P	N	N	N	N
MX1	P	N	N	N	N
SUM1315	P	N	N	N	N
SUM149PT	P	N	N	N	N
SUM159PT	P	N	N	N	N
SW527	P	N	N	N	N

Source of data and abbreviations as described for Table 2.

**Table 4:** Predictive value of ACSL4 as a marker for QNBC in breast cancer cell lines.

	EstimatedValue	95% Confidence Interval	
		Lower Limit	Upper Limit
Sensitivity	0.787879	0.606013	0.903687
Specificity	0.868421	0.711162	0.950527
Positive Likelihood Ratio	5.99	4.38	8.19
Negative Likelihood Ratio	0.24	0.13	0.47

Data was derived using the ACSL4 status for the cell lines indicated in tables 2 and 3. In a total of 71 cell lines, 31 are QNBC and 40 are positive for one or more receptor. Of the QNBC cell lines, 26 are positive for ACSL4 and 5 are negative. Of the receptor-positive cell lines, 7 are positive for ACSL4 and 33 are negative.

Sensitivity: probability that ACSL4 will be positive when QNBC is present (true positive rate).

Specificity: probability that ACSL4 will be negative when QNBC is not present (true negative rate).

Positive likelihood ratio: ratio between the probability of a positive ACSL4 result given the presence of QNBC and the probability of a positive ACSL4 given the absence of QNBC, i.e.

= True positive rate / False positive rate = Sensitivity / (1Specificity)

Negative likelihood ratio: ratio between the probability of a negative ACSL4 result given the presence of QNBC and the probability of a negative ACSL4 result given the absence of QNBC, i.e.

= False negative rate / True negative rate = (1Sensitivity)/ Specificity

**Table 5:** Cell lines that are anomalies with respect to ACSL4 expression.

**Cell line**	**ACSL4**	**ER**	**PR**	**HER2**	**AR**
HCC1569	P	N	N	P	N
HCC1954	P	N	N	P	N
MDA415	P	P	N	N	P
SUM190PT	P	N	N	P	N
ZR75B	P	P	N	N	N
CAL148	N	N	N	N	N
CAL51	N	N	N	N	N
EVSA-T	N	N	N	N	N
HCC1143	N	N	N	N	N
HCC1187	N	N	N	N	N
HCC1806	N	N	N	N	N
HCC2185	N	N	N	N	N

Source of data and abbreviations as described for Table 2.

### Relationship of ACSL4 expression to intrinsic molecular subtype

 Although receptor status generally aligns with molecular subtype, that is not always the case [29]. For example, around 20% of TNBC are non-basal-like while 30% of basal-like tumors are non-TNBC. Using molecular subtype characterizations previously described for 52 breast cancer cell lines [30], as well as receptor status described by Neve et al [21] for the same cell lines, we examined ACSL4 status as a function of molecular subtype as shown in Figure 1. Figure 1A details the receptor status and ACSL4 status for each individual cell line, while 1B indicates the range, mean and standard deviation of ACSL4 values as a function of molecular subtype. 

**Figure 1:**
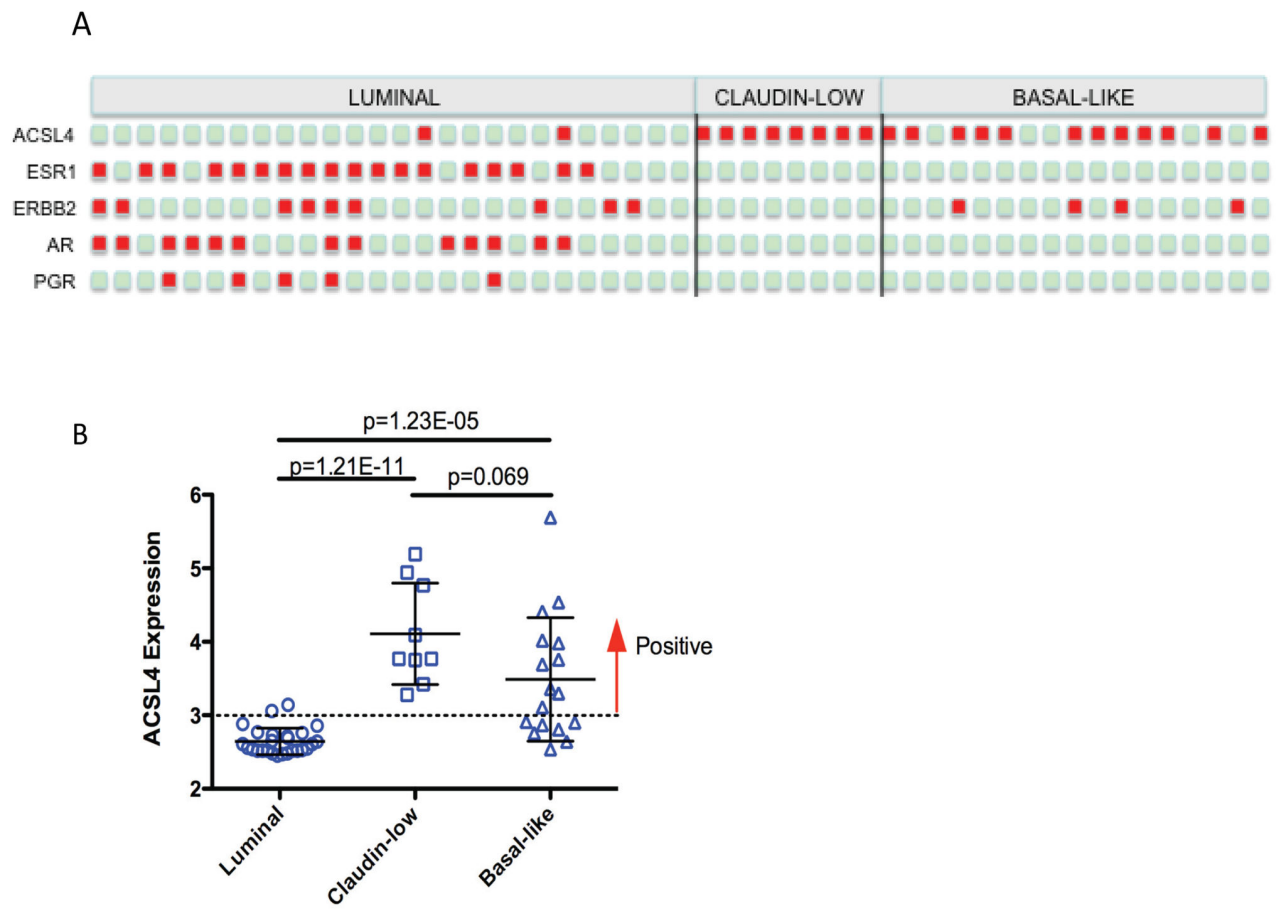
ACSL4 expression as a function of intrinsic molecular subtype. Microarray expression data and subtype allocations of 52 human breast cancer cell lines were obtained from previously published data [21,30]. Panel A lists expression status for ACSL4, ER (ESR1), HER2 (ERBB2), AR and PR (PGR). Green squares are negative for expression and red squares are positive. Identification of individual cell lines can be found in reference 30 (note: HBL-100, included in reference 30, was not included in this figure). Panel B shows ACSL4 mRNA relative expression values as a function of the molecular subtype of individual cell lines. Means and 1SD are shown, as well as the p values for the differences between subtypes.

 A similar correlation is seen with respect to ACSL4 mRNA expression in human tumor samples. In a series of tumor samples comprised of 5 classified as basal-like, 6 classified as ERBB2-enriched and 16 classified as luminal [22], ACSL4 mRNA expression differed among the subtypes as follows: luminal, 317 ± 130, basal-like, 565 ± 128, and ERBB2-enriched, 364 ± 83. The difference between ACSL4 mRNA expression in luminal and basal-like tumors was significant (p=0.001) as was that between ERBB2 and basal-like (p=0.011). There was no significant difference between expression in luminal and ERBB2-enriched (p=0.417). By contrast, although the trend was the same, there was no significant difference between the subtypes for expression of CD44, generally considered a marker for claudin-low and basal-like subtypes. 

### ACSL4 promotes growth of ER-positive breast cancer cells *in vitro*

As we have previously demonstrated, neither ER-positive MCF-7 nor HER2-positive SKBr3 cells normally express ACSL4 as assessed by immunoblot [7]. Utilizing a doxycycline-dependent conditional expression system, the effect of ACSL4 expression on MCF-7 cells was examined. When compared with control cells, ACSL4-expressing MCF-7 cells exhibited an increased rate of growth (Figure 2C). In addition, ACSL4-expressing MCF-7 cells no longer responded to estradiol treatment with an increase in growth (Figure 2D), although an increase was seen in control-transfected MCF-7 cells (Figure 2E). In fact, a decrease was observed in the presence of estradiol. This loss of estrogen dependent growth was accompanied by a decreased expression of ER, PR and AR (Figure 2A and 2B).

**Figure 2:**
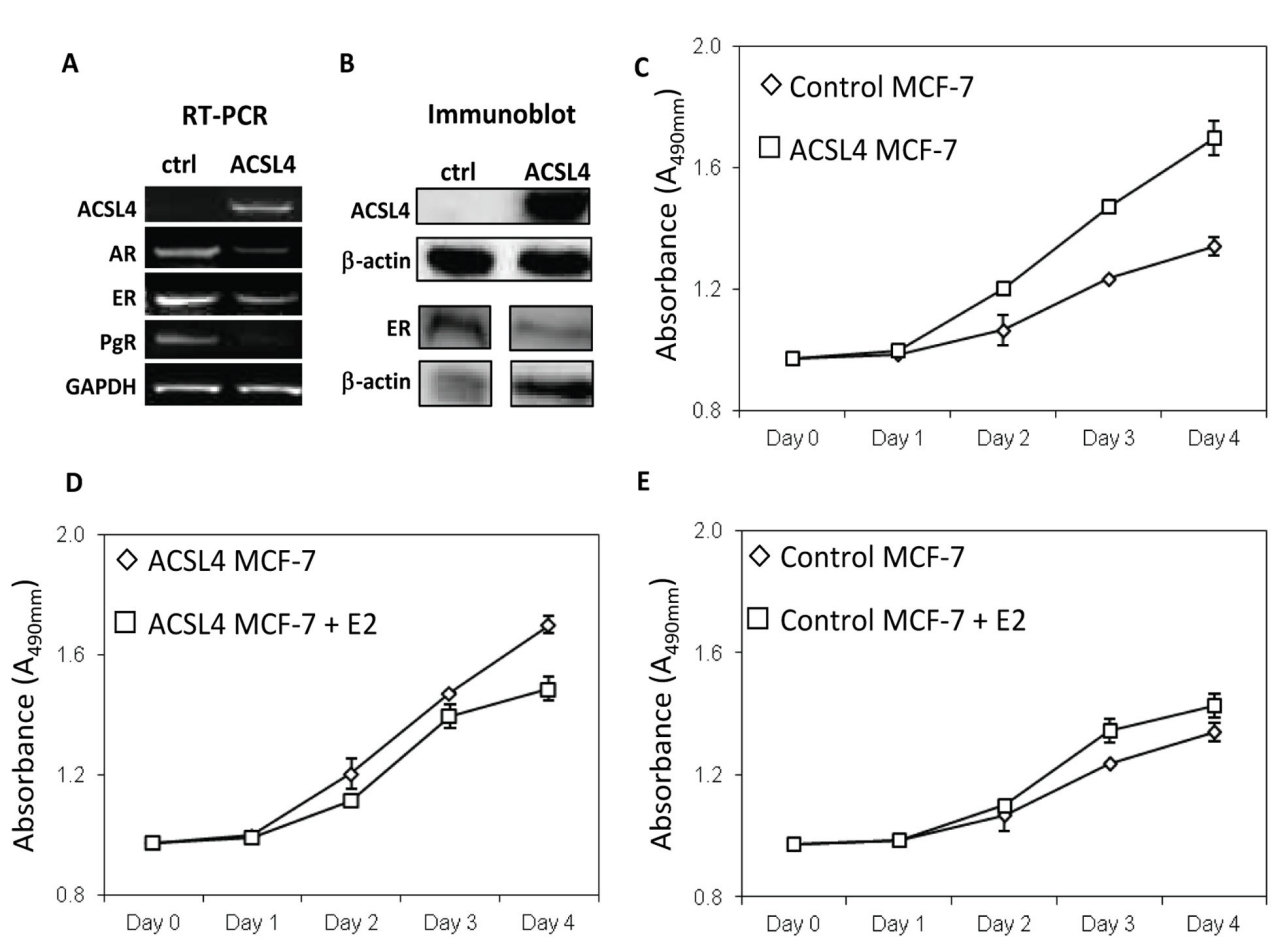
Effect of ACSL4 expression on breast cancer growth . A doxycycline-inducible line of MCF-7 cells was transfected with either a control or ACSL4-expressing plasmid as described in the text. Both control and ACSL4-MCF-7 cells were treated with 1μg/ml of doxycycline. (**A**) RT-PCR analysis of mRNA for ACSL4, AR, ER and PgR in vector control and ACSL4-MCF-7 cells. GAPDH was used as a loading control. (**B**) Immunoblot analysis of whole cell lysates showing expression of ACSL4 and ER with β-actin as loading control. The increase in ACSL4 is 163 fold, and the decrease in ER is 68%. (**C**) Comparison of proliferation of control with ACSL4-MCF-7 cells grown in phenol red-free medium supplemented with charcoal-stripped FBS. Values shown are the means of triplicate determinations ± 1SD. The difference between the curves is significant, p<0.0001. (**D**) The effect of estradiol on proliferation of doxycycline-induced ACSL4-transfected MCF-7 cells grown as in (**C**). Values shown are the means of triplicate determinations ± 1SD. The difference between the curves is significant, p<0.0001. (**E**) The effect of estradiol on proliferation of doxycycline-treated control MCF-7 cells grown as described above for panel **C**. Values shown are the means of triplicate determinations ± 1SD. The difference between the curves is significant, p<0.0001.

ACSL4 expression also increased anchorage-independent growth of MCF-7 cells. As demonstrated in Figure 3, both the number and size of the colonies increased significantly (Figure 3A and 3B). In addition to ACSL4’s effect on anchorage-independent growth of ACSL4-expressing MCF-7 cells, invasion capability, as measured by BD matrigel invasion assays, was also increased as shown in Figure 4 A-C. Consistent with this finding, when ACSL4-positive, QNBC MDA-MB-231 cells were treated with ACSL4 siRNA, as previously described [7], invasion capability was diminished (Figure 4 D-F).

**Figure 3:**
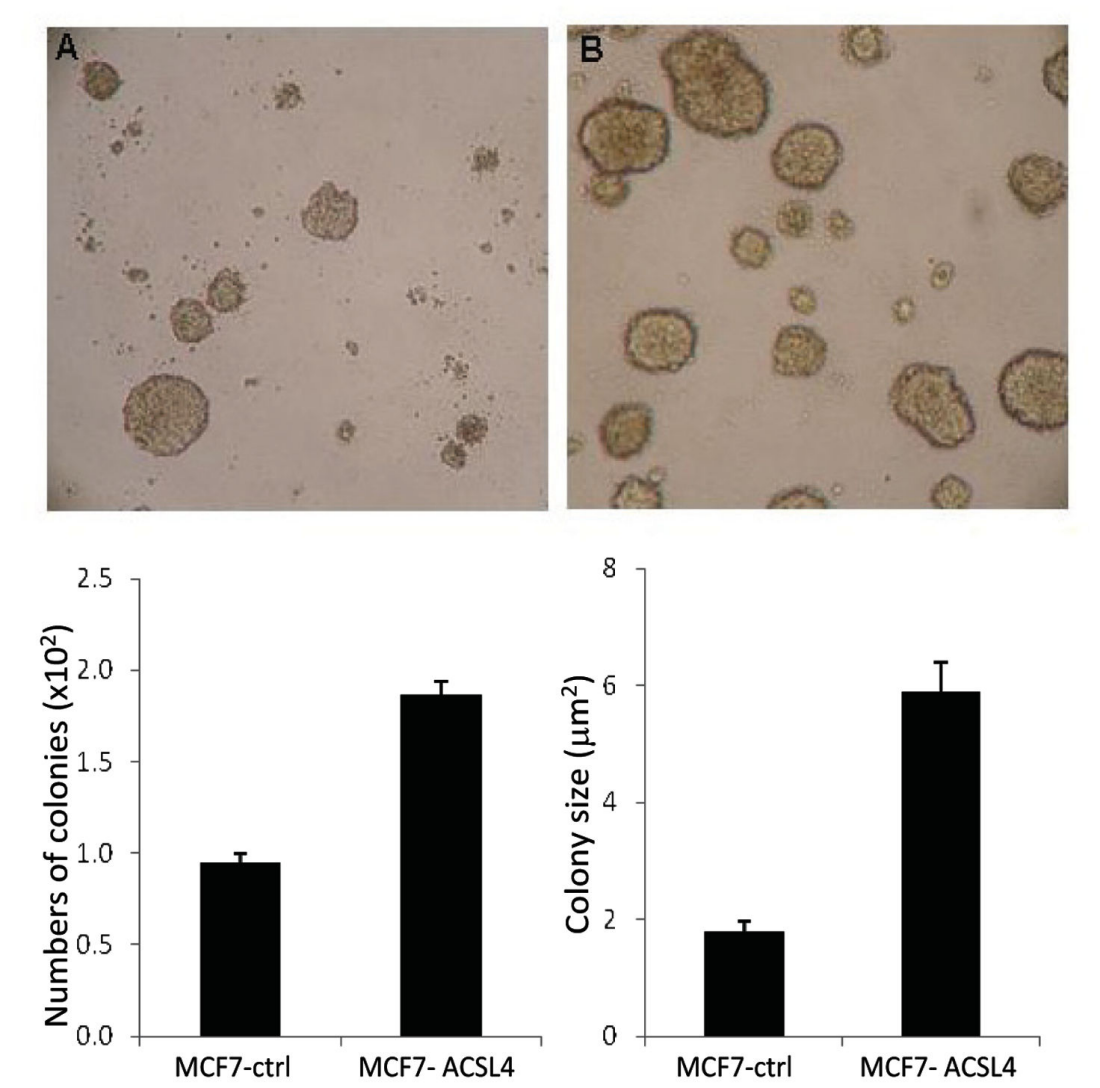
Effect of ACSL4 expression on anchorage-independent growth of MCF-7 cells. MCF-7 cells were stably transfected with ACSL4 cDNA utilizing a lentivirus vector, and control- and ACSL4-tranfected cells compared with respect to anchorage-independent growth as described in the text. Panel A,shows control cells, and panel B are ACSL-4-expressing cells. Panel C quantitates the number of colonies and panel D, the size of the colonies. Values shown in (C) and (D) are the means of triplicate determinations ± 1SD. The differences shown are significant: For C, p= 0.028 and for D, p=0.009.

**Figure 4:**
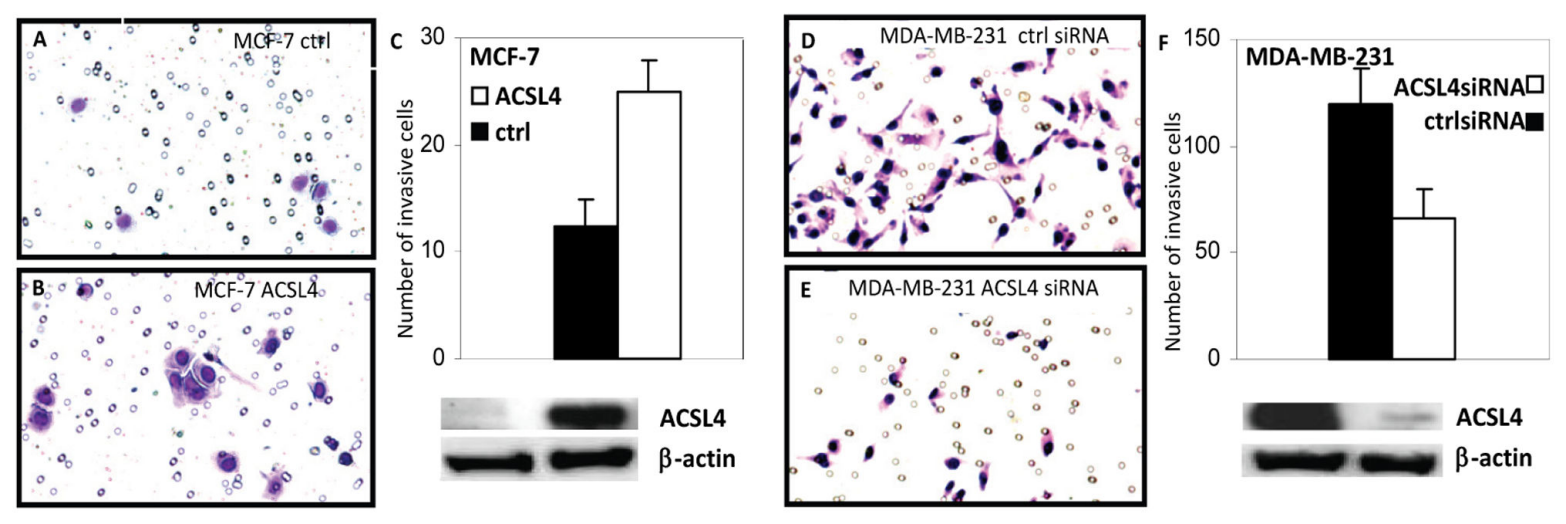
Effect of ACSL4 expression on invasion capability of breast cancer cells. MCF-7 cells were stably transfected with ACSL4 cDNA utilizing a lentivirus vector, and control- and ACSL4-tranfected cells compared with respect to invasive potential as described in the text. Panel **A**, control MCF-7, **B**, ACSL4-MCF-7, **C**, bar graph indicating the average number of cells per field in 3 separate chambers (p=0.005), and an immunoblot blot analysis of ACSL4 expression in control and ACSL4- MCF-7 cells. For panels **D**, **E** and **F**, MDA-MB-231 were treated with either control or ACSL4 siRNA (20nM), and control and experimental cells were compared with respect to invasive potential as described in the text. Panel **D**, control siRNA-treated cells, **E**, ACSL4 siRNA-treated cells, **F**, bar graph indicating the average number of cells per field in 3 separate chambers (p=0.005), and an immunoblot blot analysis of ACSL4 expression in control siRNA and ACSL4 siRNA-treated cells.

Since forced ACSL4 expression reduces expression of ER in MCF-7 cells, we speculated whether the reverse would be true, that is, whether reduction of ER would impact ACSL4 expression. Figure 5 details results derived from mRNA expression data as previously reported [31]. In this report the authors treated MCF-7 cells with siRNA directed against ER and subsequently carried out microarray studies to assess alterations in gene expression resulting from the decrease in ER. ACSL4 mRNA expression is increased as a result of the decrease in ER, while there is no significant effect on either ACSL3 or ACSL6. ACSL1 is decreased, while ACSL5 is also increased. The effects seen on ACSL1 and ACSL5 consequent to ER ablation are not observed when comparing ACSL expression in breast cancer cell lines as a function of ER expression, as we have previously reported [7]. However, an inverse relationship between ACSL5 and ER status was observed in our previous analysis of tumor sample data [7], although the results were not as significant as those we reported for ACSL4.

**Figure 5:**
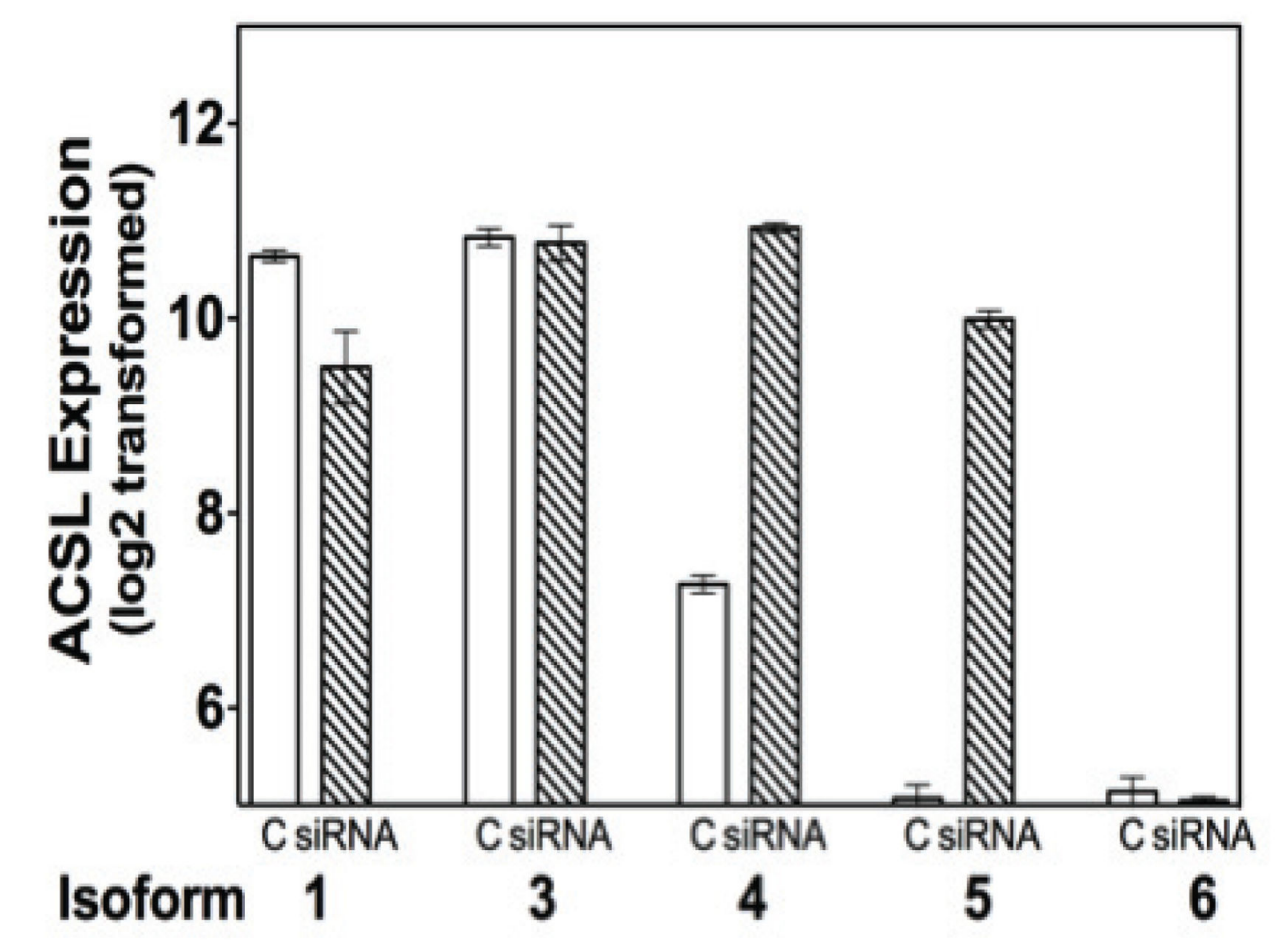
Effect of ablation of ERα on ACSL4 expression in MCF-7 cells. siRNA-was utilized to mediate the silencing of ER expression in MCF-7 cells as described in reference [31]. The results shown are taken from an Affymetrix Human Genome U133 plus 2.0 Gene Chip microarray study reported on the Gene Expression Omnibus (GDS40610). Values shown represent the means ± 1SD of triplicate determinations. The significance of the differences for isoform 1, p=4.53E-03, for isoform 4, p=5.02E-07, and for isoform 5, p=9.67E-07. No significant difference is observed for isoforms 3 and 6.

### ACSL4 enhances tumor growth of ER-positive breast cancer cells *in vivo*

To determine whether the growth regulatory effects of ACLS4 expression in MCF-7 cells could be observed *in vivo*, we performed orthotopic intramammary tumor xenograft experiments using intact and ovariectomized nude mice. The results shown in Figure 6 reveal there is an increased rate of tumor growth in xenografts overexpressing ACSL4 (n=10) compared to vector control (n=10) (p=0.0118) consistent with the data derived from cell culture experiments. This effect of ACSL4 expression on tumor proliferation was observed in both intact and ovariectomized mice. Immunohistochemical analysis of tumor samples indicated a significant increase in Ki67 staining in samples derived from ACSL4-expressing cells when compared to controls (Figure 6C-E).

**Figure 6:**
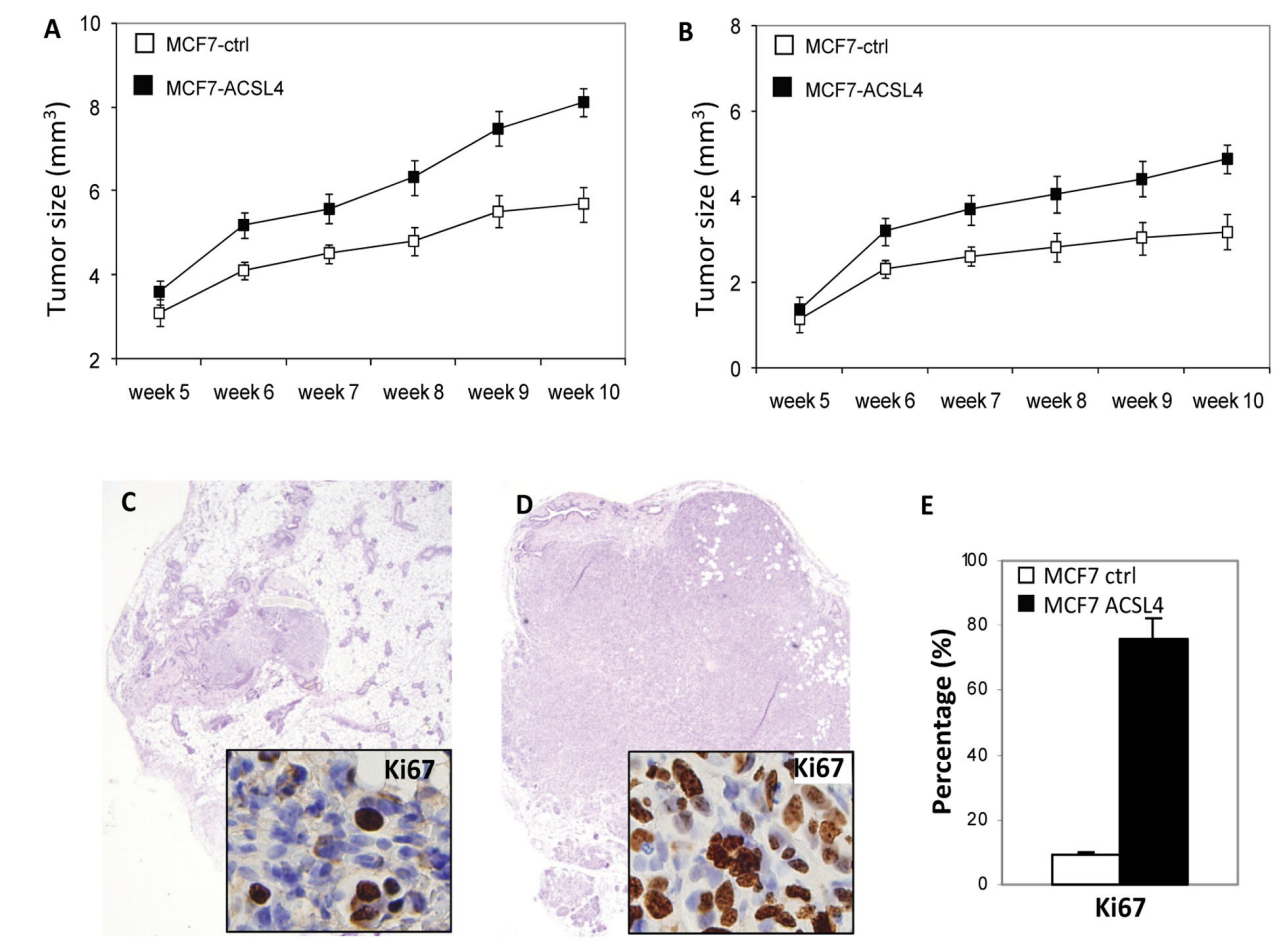
Comparison of the growth of control and ACSL4-MCF-7 cell tumors in nude mice. Nude mice, either intact (**A**) or ovariectomized (**B**) were injected with 1 × 10^7^ MCF-7 vector control- (open circles) or ACSL4-transfected (open squares) cells. Each group contained 10 animals. The differences between the curves were significant (**A**, p<0.0001 and **B**, p<0.0001). Panel **C** and **D** depict H and E stained samples from control and ACSL4-transfected tumors, respectively. Staining for Ki67 is shown in the inset of **C** and D. Panel **E** compares the percentage of cells in each sample that stain positively for Ki67. Three sections of each slide were analyzed to determine the significance of the difference (p=0.001).

### ACSL4 promotes proliferation of HER2-positive breast cancer cells

 Data presented in table 1 indicates that ACSL4 expression is inversely correlated with that of HER2 overexpression. We examined whether simultaneous expression of HER2 and ACSL4 might impact cell growth in a manner similar to that seen for simultaneous expression of ER and ACSL4. To test this, the HER2-positive, ACSL4-negative cell line, SKBr3, was stably transfected with ACSL4 cDNA using a lentivirus vector, and the effects on growth monitored. Figure 7 illustrates that ACSL4 expression results in a modest increase in growth compared with control-transfected cells. The same effect was observed in medium containing complete (7A) as well as charcoal-stripped serum, with (7C) or without (7B) added estrogen. 

**Figure 7:**
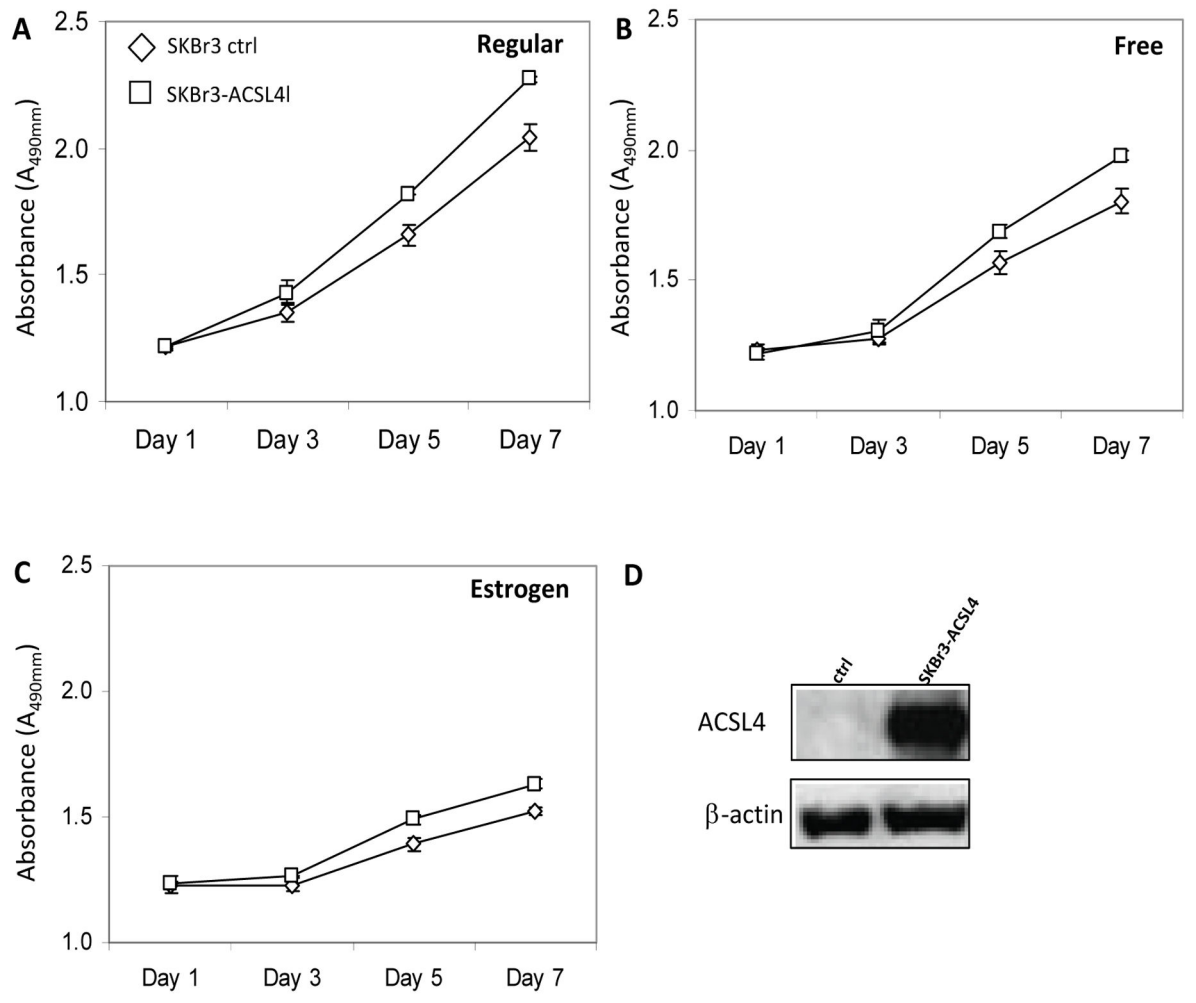
Effect of ACSL4 on growth of SKBr3 cells. Control- and ACSL4-tranfected SKBr3 cells were cultured in complete medium (**A**), or phenol red-free, charcoal-stripped medium without (**B**) or with (**C**) added estrogen. Values shown are the means of triplicate determinations ± 1SD. The differences between the curves are significant: **A**, p<0.0001; **B**, p<0.0001; **C**, p<0.0001. Panel **D**, immunoblot analysis of whole cell lysates for expression of ACSL4 in control and ACSL4-transfected cells.

### ACSL4 expression impacts sensitivity to targeted as well as traditional treatment reagents

The loss of estrogen’s stimulatory effect as a result of ACSL4 expression as shown above suggested that ACSL4-expressing MCF-7 cells might be less sensitive to tamoxifen treatment than control cells. To test this hypothesis, the response of control and ACSL4-MCF-7 cells to various treatments was compared. Figure 8 (A-C) documents the differential effects of tamoxifen, etoposide and the ACSL inhibitor, triacsin C, on control- and ACSL4-MCF-7 cells. In each case, expression of ACSL4 correlates with increased resistance to the therapeutic regimen, suggesting an overall effect to increase survival in general. These findings are in line with those previously reported suggesting that ACSLs, in general, are cancer survival factors that can inhibit the efficacy of etoposide [32]

**Figure 8:**
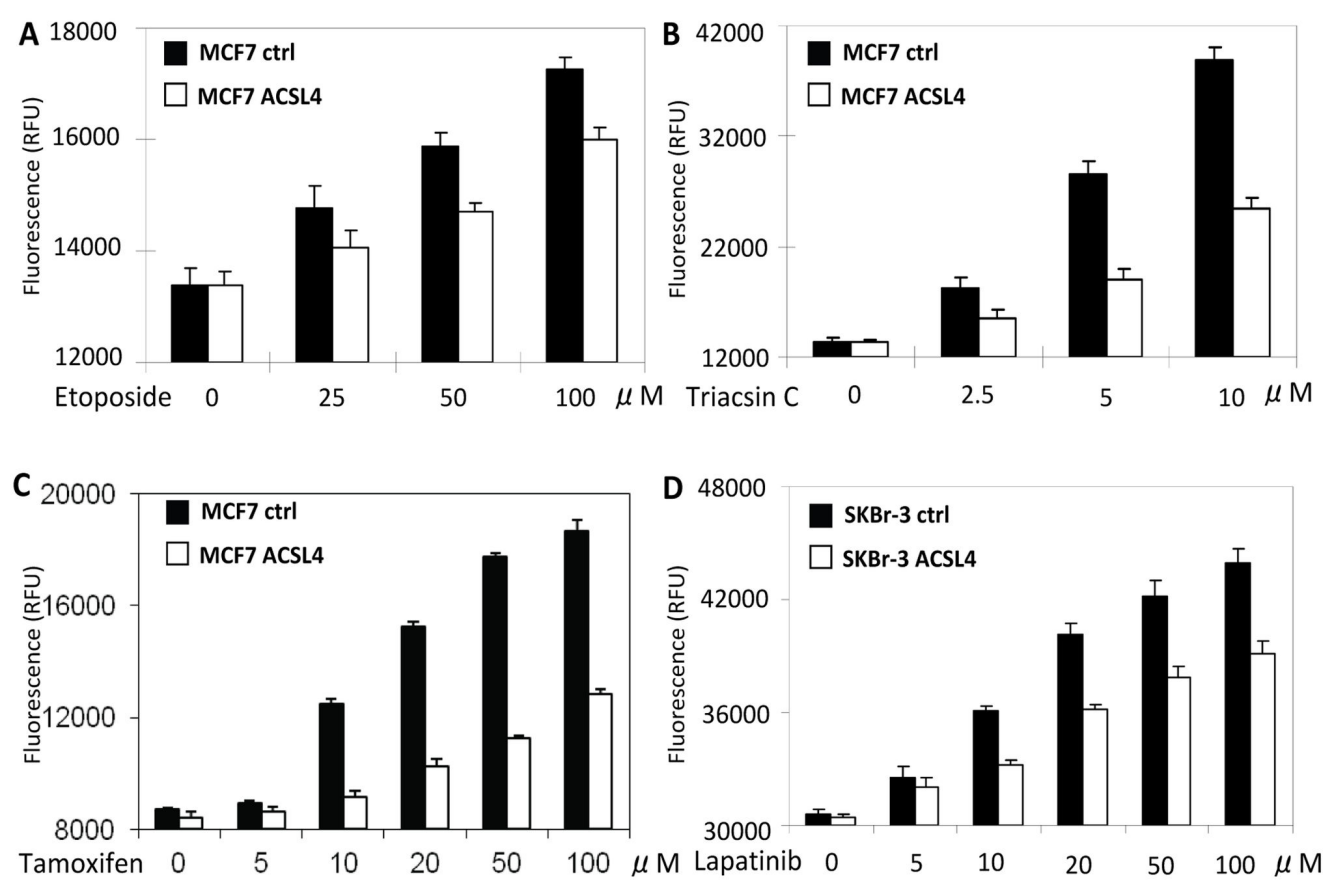
Effect of ACSL4 expression on apoptosis in MCF-7 and SKBr3 cells. Control and ACSL4-transfected MCF-7 cells were treated with varying doses of etoposide (**A**), triacsin C (**B**) or tamoxifen (**C**) for 48 hours and apoptosis measured as described in the text. For Panel **D**, control and ACSL4-transfected SKBr3 cells were treated with lapatinib for 48 hours and apoptosis measured as described in the text. Results shown are the means of triplicate determinations ± 1SD. Significance of the differences are **A**, p=0.027; **B**, p=0.012; **C**, p=0.005, **D**, p=0.008.

SKBr3 cells are normally sensitive to treatment with reagents that target HER2 activity. We tested the effect of ACSL4 expression on sensitivity to one of these reagents, lapatinib. Figure 8D demonstrates that ACSL4 expression induces some resistance to lapatinib as evidenced by decreased apoptosis in the lapatinib-treated SKBr3 cells that express ACSL4. 

### Impact of ACSL4 expression on down stream mRNA and protein expression

We next evaluated gene expression as a function of ACSL4 expression using both integrated Affymetric microarray analysis and proteomic pathway array analysis (PPAA) comparing control and ACSL4-transfected MCF-7 and SKBr3 cells. For the Affymetric microarray analysis, we assessed 1) the impact of acute, conditional expression of ACSL4 in MCF-7 cells using a tetracycline inducible model as well as 2) the impact of long-term ACSL4 expression in MCF-7 cells stably expressing ACSL4; and 3) the impact of long-term ACSL4 expression in SKBr3 cells stably expressing ACSL4. 

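Gene expression was measured on Affymetrix HG-U133 Plus 2.0 arrays in 3 experiments, each with 3 arrays from control cells and 3 arrays from cells made to express ACSL4. Both lines derive from breast cancer: MCF-7 cells carry the estrogen receptor, and SKBr3 cells overexpress HER2. MCF-7-1 denotes the conditional MCF-7 model, in which ACSL4 is expressed from a doxycycline-inducible plasmid, and MCF-7-2 denotes MCF-7 cells transduced with a lentivirus, as were the SKBr3 cells. Individual cell clones were selected in all 3 models, so the control and ACSL4 arms differ in clone as well as in ACSL4. The paper's tables compare MCF-7-1 cells with doxycycline-treated control cells, whereas the labels of the arrays give vehicle for the control arm and 1 µg/ml doxycycline for the ACSL4 arm, both for 72 h. If the labels are right, an effect of doxycycline cannot be separated from that of ACSL4 in any MCF-7-1 result. The labels also name an empty vector for the lentiviral controls, where the methods name RFP control particles. The methods describe the 3 arrays of each arm as individual biological replicate samples of RNA, without stating whether these came from separate cultures or clones, so every p given here measures the spread between these arrays only.

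The deposited values are RMA signals (background corrected, quantile normalized and summarized per probe set) on a linear scale, with a median of 34.0 to 36.6 per array, and were taken to log2 before testing. Of 54675 probe sets, 62 Affymetrix control probe sets were left out, and the other 54613 were tested with limma within each experiment, with p-values adjusted by Benjamini and Hochberg. A probe set was called changed at an adjusted p under 0.05. Log2 fold changes are ACSL4 minus control and are given with their standard error, from 3 arrays per arm. The small number of arrays limits the precision: of changes of 1 on the log2 scale added to simulated data with the spread of each experiment, 56.7% were recovered in MCF-7-1, 59.7% in MCF-7-2 and 70.1% in SKBr3. The simulated data left 54413 of the 54613 probe sets unchanged, so fewer changed there than were called in each experiment. The adjusted threshold is stricter with fewer changes, so recovery in the real data may differ.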

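ACSL4, the long-chain acyl-CoA synthetase expressed in these cells, is covered by 3 probe sets annotated to this gene alone, and all 3 gave low signals, with control means of 2.73 to 4.04 on the log2 scale against a median of 5.09 to 5.20 over all probe sets of an array. The first of these probe sets had a log2 fold change of 0.22 (standard error 0.10) in MCF-7-1, -0.50 (standard error 0.11) in MCF-7-2 and 0.21 (standard error 0.12) in SKBr3. For the second the corresponding values were 0.13, 0.17 and -0.12, and for the last they were -0.03, 0.06 and -0.01. None of these 9 comparisons passed an adjusted p of 0.05 from limma, and 1 of them, the first probe set in MCF-7-2, had an unadjusted p under 0.05 (0.00154, adjusted 0.0555). That lower value in MCF-7-2 passed the adjusted threshold when the spread was estimated over all 18 arrays (adjusted p = 0.00996) and with limma-trend (adjusted p = 0.0269). With the mean of the 3 ACSL4 probe sets it was -0.09 (adjusted p = 0.660).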

Note that the mRNA expression values for ACSL4 in the transfected cells are not increased due to the fact that the probe is directed against an untranslated region of the mRNA that was not present in the transfected cDNA. Table S1 is a list of genes affected by ACSL4 expression that were common across experiments. 

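Across the 3 experiments, 13 probe sets were called changed in the same direction in each at an adjusted p under 0.05 from limma, 9 higher and 4 lower in ACSL4 cells, where 3.15 would be expected if the 3 sets of calls were independent. All 13 are in Table S1. The 4 lower probe sets measure AUTS2, the growth factor receptor FGFR2, the insulin receptor adaptor GRB10 and the calcium-dependent kinase CAMK2D. FGFR2 had log2 fold changes of -0.96 (standard error 0.15), -0.67 (standard error 0.14) and -0.49 (standard error 0.11) in MCF-7-1, MCF-7-2 and SKBr3, with adjusted p-values of 0.0102, 0.0480 and 0.0162. CAMK2D had log2 fold changes of -1.27, -1.92 and -0.37. Its fall in SKBr3 rests on this probe set, since the mean of all CAMK2D probe sets there was 0.04 (adjusted p = 0.774 from limma). The higher probe sets include SKP2, a substrate adaptor of a ubiquitin ligase that acts in the cell cycle, with log2 fold changes of 0.86, 0.84 and 1.16, the DNA repair gene FANCI (0.43, 1.34 and 0.61) and COQ3, an enzyme of ubiquinone synthesis (0.66, 0.62 and 0.56). ARMC8, PDCD2, DRAM1, SDR16C5, DSP-AS1 and a probe set with more than 1 gene symbol make up the rest. Another 66 probe sets were called in all 3 experiments but not in a single direction, against 10.1 expected. The genes other than AUTS2, FGFR2, GRB10, CAMK2D and COQ3 are named here because they are in this set, after their values were seen.

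The effect of ACSL4 averaged over the 3 experiments was called for 5212 probe sets, 2999 higher and 2213 lower. Of these, 13 were called in that direction in all 3 experiments taken singly, 626 in 2, 3396 in 1 and 1177 in none. Table S1 lists 268 probe sets, 175 higher and 93 lower, and each of the 268 had a mean difference in the listed direction in all 3 experiments. The paper describes these genes as affected in common across the experiments, so they were chosen on these same arrays. The average effect was called for 255 of them, and the single experiments called 99 in MCF-7-1, 44 in MCF-7-2 and 161 in SKBr3. PDCD2, COQ3 and DSP-AS1 lie on chromosome 6, whose expressed genes had a median log2 fold change of 0.36 in MCF-7-2. With the median of each chromosome removed from each array, COQ3 had a log2 fold change of 0.22 in MCF-7-2 (adjusted p = 0.258) and PDCD2 of 0.14 (adjusted p = 0.448), and 7 of the 13 probe sets were still called in all 3 experiments. ARMC8 and DRAM1, on other chromosomes, were no longer called in MCF-7-2 although their folds were close to those before (0.50 against 0.57, adjusted p = 0.0638, and 0.67 against 0.73, adjusted p = 0.0708).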

Tables 6, 7 and 8 list those genes whose expression was increased or decreased by at least 2-fold. 

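In MCF-7-1, the conditional model, 3708 probe sets of 2477 genes changed, 1508 higher and 2200 lower in ACSL4 cells. The largest falls were in ARMCX2 (14.9-fold lower, log2 fold change -3.90, standard error 0.13, adjusted p = 2.44e-05), LRFN5, the X inactive specific transcript XIST, EPPK1, the Rac activator PREX1, AFF3, the cell surface mucin MUC1 and PTPN21, all at least 5.96-fold lower. FBN2, which encodes the matrix protein fibrillin-2, rose most (11.8-fold, log2 fold change 3.56, standard error 0.41, adjusted p = 0.00368), followed by ADGRE1, IFITM1, GDPD1, TMEM47, TMEM45A, CLEC7A and the histone gene H3C2, each at least 6.00-fold higher. Among 38 replication-dependent histone genes, 23 were higher and none was lower (28 and 0 adjusted over the list alone), with H2AC8 at a log2 fold change of 2.43 (standard error 0.20) and H4C8 at 2.14 (standard error 0.21). The methods name a poly-(T) primer for the cDNA, so only polyadenylated transcripts of these genes were measured and total histone RNA may differ. Estrogen-induced genes went the other way: 9 of 35 were lower and none was higher (14 and 1 adjusted over the list alone), among them the progesterone receptor PGR (-2.42), CALCR (-1.52), RET (-1.09) and MYBL1 (-0.79). In the other experiments 2 of these genes were higher and 4 lower in MCF-7-2 (adjusted p = 0.889 by camera), and 8 higher and 7 lower in SKBr3 (0.888), or 4 and 8 with chromosome medians removed. Of 14 genes typical of MCF-7 cells, 8 were lower, including IGFBP5 (-2.42) and SCUBE2 (-1.37), as were 6 of 18 luminal genes. Camera, which tests a list against all other genes with a preset correlation of 0.01, called 17 of the 37 gene lists (histone genes adjusted p = 1.82e-17, estrogen-induced genes 6.25e-08, MCF-7 genes 2.02e-07, luminal genes 5.24e-05). With a correlation estimated from the arrays it called none, and these adjusted p-values became 0.0895, 0.172, 0.0895 and 0.211.

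The 3 ACSL4 arrays of MCF-7-1 were not alike in interferon response genes, the antiviral genes that cells switch on after interferon. Over 37 of these genes, the median difference from the control arrays was 5.18 on the log2 scale on ACSL4 replicate 1, 4.52 on replicate 2 and 0.07 on replicate 3, with 36, 36 and 0 genes raised by more than 1. None of the 37 was called over all probe sets by limma, 30 were higher at an unadjusted p under 0.05, and 29 were called higher when adjusted over the list alone. The list passed camera at an adjusted p of 6.88e-09, which became 0.529 with an estimated correlation. With ACSL4 array 3 left out, 36 of the 37 were called higher. IFITM1 and CLEC7A, named above, had adjusted p-values of 0.0441 and 0.0481, and of the 6 fits that each leave out 1 array, only the fit without ACSL4 array 3 called them. Among 26 hypoxia genes 9 were higher and 1 lower, with DDIT4 at 1.26, BNIP3L at 0.71, ANKRD37 at 1.03 and SLC2A1 at -1.17. Camera's adjusted p for this list was 0.00384, against 0.529 with an estimated correlation and 0.0679 without ACSL4 array 1.

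**Figure D1:**
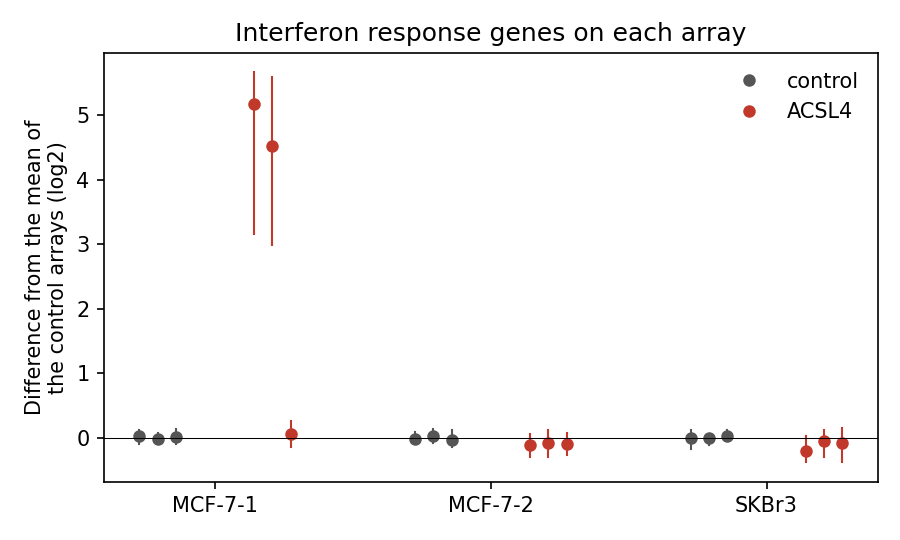
Difference of interferon response genes from the mean of the control arrays, on the log2 scale, for each of the 18 arrays. Points give the median of the 37 genes and lines their quartiles; ACSL4 replicates 1 and 2 of MCF-7-1 lie at 5.18 and 4.52, and replicate 3 at 0.07.

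The 407 expressed genes of chromosome 16 had a median log2 fold change of -0.20 in MCF-7-1, 66.8% of them were lower, and 92 of its genes were called lower against 24 higher. Its medians on the ACSL4 arrays were -0.25, -0.05 and -0.26. Chromosomes 17, 19 and 22 were also lower on ACSL4 arrays 1 and 3 than on array 2 (-0.10, 0.06 and -0.12 for chromosome 17 and -0.14, 0.05 and -0.09 for chromosome 22), and chromosomes 4, 13 and 18 higher (0.14, -0.12 and 0.05 for chromosome 18). Whether array or RNA quality gives this pattern was not tested in MCF-7-1. The count of 3708 changed probe sets fell to 1923, 1038 and 838 without control arrays 1, 2 and 3, and to 2386 without ACSL4 array 1.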

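Stable expression of ACSL4 in MCF-7 cells (MCF-7-2) gave 1392 changed probe sets of 922 genes, 703 higher and 689 lower. SIM1, a transcription factor gene on chromosome 6, rose most (14.5-fold, log2 fold change 3.86, standard error 0.48, adjusted p = 0.00807), followed by RGS22, the nuclear receptor NR5A2, TFF3, PREX1, CYP26B1, which degrades retinoic acid, GOLM1 and SPOCK1, at 4.68-fold to 9.84-fold higher. XIST fell by 6.12 on the log2 scale, and SERTAD2, DACH1, the cadherin CDH26, SHISA2, the metalloproteinase MMP16, ARHGAP5 and LINC02762 were 6.04-fold to 12.8-fold lower. The luminal secreted proteins TFF3 and TFF1 were higher, with log2 fold changes of 2.59 (standard error 0.20, adjusted p = 0.00119) and 1.53 (standard error 0.12, adjusted p = 0.00144). They were among 4 of 18 luminal genes that rose, with DNALI1 (0.64) and SPDEF (0.82), while 1 fell. Actin cytoskeleton and focal adhesion genes included 3 lower and none higher of 42, namely PALLD (-1.37), DLC1 (-1.22) and the integrin subunit ITGA6 (-1.50). Of 29 microtubule genes, TUBB6 (-1.14) and MAP2 (-2.02) were lower and none was higher. Of 16 genes of the unfolded protein response, 0 changed singly by limma and 4 were higher at an unadjusted p under 0.05. In MCF-7-1, 2 genes of that list were lower and none higher, and camera called it lower (adjusted p = 0.0420, and 0.485 with an estimated correlation), though not without control array 2 (0.0578), control array 3 (0.0598) or ACSL4 array 3 (0.205), nor with chromosome medians removed (0.0628). In MCF-7-2 camera called 7 of the 37 lists (luminal genes up, adjusted p = 0.00818; actin genes down, 0.00658; microtubule genes down, 0.000355; unfolded protein response genes up, 0.0167), and none with an estimated correlation (0.685, 0.685, 0.715 and 0.685).

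Genes of whole chromosomes moved together in MCF-7-2. The 453 expressed genes of chromosome 6 (mean log2 signal above 7) had a median log2 fold change of 0.36, 88.5% of them were higher in ACSL4 cells, and 116 of its genes were called higher against 9 lower. The medians were -0.34 on chromosome 18, -0.27 on chromosome 4, -0.22 on chromosome 11 and -0.20 on chromosome 2. On each of the 3 ACSL4 arrays the median of chromosome 6 lay 0.37 to 0.41 above the mean of the controls, whereas the control arrays lay within 0.01 of it. Of the 38 histone genes, 37 lie on chromosome 6. That list was called higher by camera in MCF-7-2 (adjusted p = 0.000355, and 0.685 with an estimated correlation) with 0 genes called by limma and 13 higher at an unadjusted p under 0.05, and it was called lower (adjusted p = 0.0205) once the median of each chromosome was removed from each array. This removal takes the shift of the expressed genes from every probe set of a chromosome. On chromosome 6 that shift, 0.36, exceeded the list's own median of 0.21. The lower call thus follows from the removal, and no direction was concluded from it. After the removal SPDEF, also on chromosome 6, had a log2 fold change of 0.43 (adjusted p = 0.182), and the luminal list an adjusted p of 0.113, whereas SIM1 stayed at 3.46 (adjusted p = 0.0138).

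**Figure D2:**
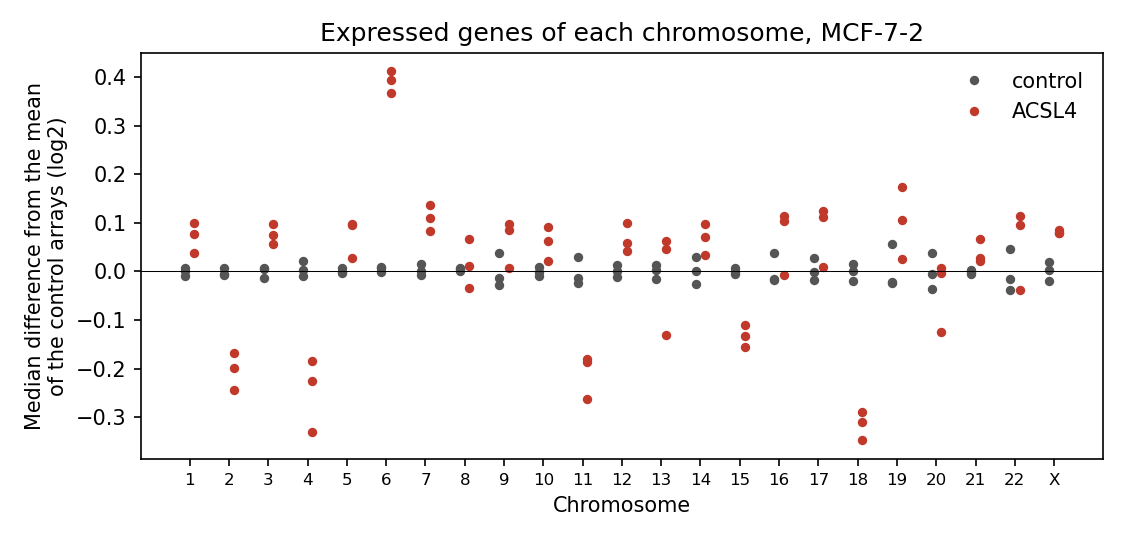
Median difference of the expressed genes of each chromosome from the mean of the control arrays, on the log2 scale, for each array of MCF-7-2. Points are arrays; the ACSL4 arrays lie at 0.37 to 0.41 on chromosome 6 and at -0.35 to -0.29 on chromosome 18.

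With chromosome medians removed 1076 probe sets were called, 34.7% of them higher against 50.5% before, and 801 were shared. Leaving out an array also lowered the count, to 437, 211 and 907 without control arrays 1, 2 and 3 and to 683 and 425 without ACSL4 arrays 2 and 3.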

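In SKBr3 7676 probe sets of 4645 genes changed, 4907 higher and 2769 lower. A single fit to all 18 arrays called 6239 there, against 6624 in MCF-7-1. OLFM4, a secreted glycoprotein, fell most (log2 fold change -7.90, standard error 0.12, adjusted p = 2.08e-10). GTSF1, FAM30A, RARRES1, the retinol-binding protein RBP2, the gluconeogenic enzyme FBP1, USP46 and CDC20B had log2 fold changes of -4.26 to -3.60. ATP11A (3.50, standard error 0.23), PDE2A, the Wnt antagonist DKK1 (2.82), the prostaglandin E2 receptor PTGER4 (2.50), the RNA-binding protein LIN28B, VHRT, MS4A7 and the matrix protein THBS1 (2.33) rose. Of 21 cholesterol and fatty acid synthesis genes, 12 were higher and none was lower (13 and 0 adjusted over the list alone), among them INSIG1 at 2.30 (standard error 0.12), the sterol carrier STARD4 at 1.76 (standard error 0.12), IDI1 at 1.04 and the desaturase SCD at 0.90. Camera gave this list an adjusted p of 2.04e-10, and 0.0643 with an estimated correlation. In MCF-7-2 1 was higher and 1 lower, and camera gave 0.0714, or 0.0242 in the upward direction with chromosome medians removed. In MCF-7-1 6 were lower and none higher, with an adjusted p of 0.0235 by camera (0.198 with an estimated correlation, 0.0525 without control array 2 and 0.0547 without ACSL4 array 3). Without any 1 of the MCF-7-1 controls or ACSL4 array 1, limma called 0 of its genes there. Among 30 genes of arachidonic acid metabolism, 3 were higher and 5 lower, with PTGS1 at -2.87 and PTGES at -1.23 beside PTGER4 and PTGER3 (1.40). ACSL5, another long-chain acyl-CoA synthetase, was lower at -1.64 (standard error 0.11, adjusted p = 1.15e-05). Camera called 6 of the 37 lists, all higher, and none with an estimated correlation. The expressed genes of chromosome 9 had a median log2 fold change of -0.21 and those of chromosome 4 of 0.21. Chromosome 9 had 20 genes called higher and 134 lower, and 79.6% of its expressed genes were lower. Chromosome 4 had 97 called higher and 29 lower. When chromosome medians were removed, 8189 probe sets were called, 42.9% of them higher against 63.9% before, with 5951 shared. Lower calls rose from 2769 to 4672. Over all chromosomes the expressed genes had a median log2 fold change of 0.07, against -0.02 over all probe sets. The removal thus also took out a general shift of expressed genes and lowered the other probe sets. Its SKBr3 counts, here and for the gene lists, thus cannot tell whether single chromosomes had an effect. The count of 7676 fell to 4655 without control array 3, and to 3993 and 4412 without ACSL4 arrays 1 and 3.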

Only one gene satisfied these criteria across all three experiments (table 6), autism susceptibility candidate 2 (AUTS2). 

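AUTS2 was lower in ACSL4 cells in each of the 3 experiments. Its mean log2 signal went from 7.13 ± 0.15 (SD, n = 3 arrays) to 5.95 ± 0.11 in MCF-7-1, from 5.31 ± 0.31 to 3.97 ± 0.17 in MCF-7-2, and from 11.5 ± 0.11 to 10.3 ± 0.14 in SKBr3. The log2 fold changes were -1.18 (standard error 0.12, adjusted p = 0.00234 from limma), -1.34 (standard error 0.16, adjusted p = 0.00767) and -1.24 (standard error 0.12, adjusted p = 0.000151), and within each experiment every ACSL4 array lay below every control array. It was the only probe set that changed at least 2-fold in the same direction at an unadjusted p under 0.05 in all 3 experiments, where 0.0334 would be expected if the 3 sets were independent. Another 3 probe sets met these criteria in all 3 experiments without a common direction, against 0.108 expected. Both counts lay above the expected number, so the excess was not limited to a shared direction. The other probe sets of the gene had low signals: one had log2 fold changes of -0.01 in MCF-7-1, -0.59 (adjusted p = 0.0381) in MCF-7-2 and -0.20 (adjusted p = 0.496) in SKBr3, and the other of 0.13, 0.03 and -0.07. The mean of all AUTS2 probe sets had log2 fold changes of -0.35 (adjusted p = 0.0519), -0.63 (adjusted p = 0.00942) and -0.50 (adjusted p = 0.0109), and the methods' t-test gave adjusted p-values of 0.0514, 0.221 and 0.0282 for AUTS2.

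**Figure D3:**
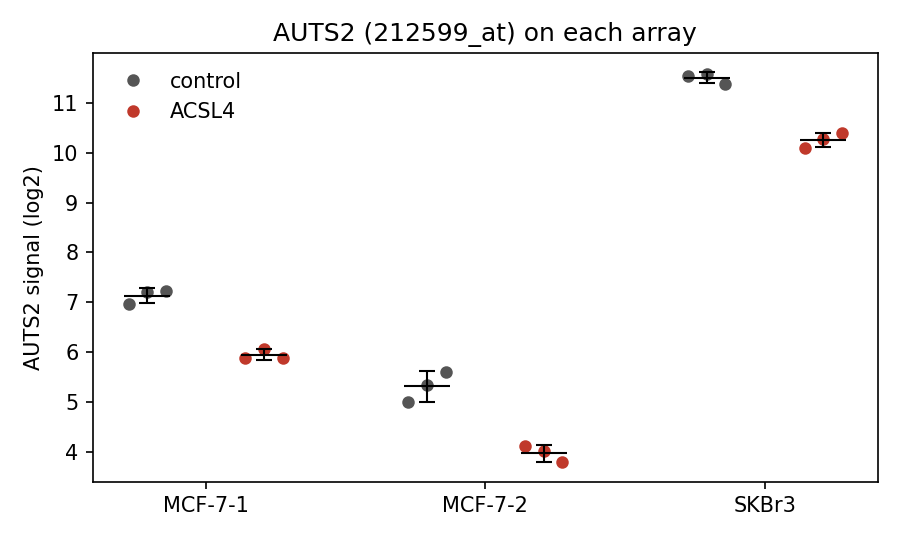
Log2 RMA signal of AUTS2 in control and ACSL4 cells of the 3 experiments. Points are arrays, and bars with whiskers give the mean and SD of 3 arrays; the ACSL4 arrays lie below the control arrays in each experiment, from 3.79 to 4.12 in MCF-7-2 and from 10.1 to 10.4 in SKBr3.

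In MCF-7-2 the control arrays lay close to the median of all probe sets (5.09 to 5.12 on these arrays) and the ACSL4 arrays below it, so the size of the fold was not compared between experiments. Without control array 2 the adjusted p of AUTS2 there was 0.0613, with a log2 fold change of -1.32.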

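The MCF-7 experiments shared 34 probe sets of 23 genes that changed at least 2-fold in the same direction at an unadjusted p under 0.05 from limma, 11 higher and 23 lower, against 6.23 expected from independent sets. By the methods' t-test and group medians they shared 27 probe sets of 18 genes, 6 higher and 21 lower. COL12A1, a collagen, had log2 fold changes of -2.32 (standard error 0.32) in MCF-7-1 and -1.76 (standard error 0.16) in MCF-7-2. CAMK2D had log2 fold changes of -1.49 and -1.88, the laminin subunit LAMB1 of -1.86 and -1.19, the calcitonin receptor CALCR of -1.52 and -1.26, and the unconventional myosin MYO5A of -1.66 and -1.34. SAT1, which acetylates polyamines, rose by 1.14 and 1.76, the selenoprotein SELENOM by 1.04 and 1.30, and GDPD1 by 2.49 and 1.19. Of the 17 genes of Table 7, all had the listed direction in both experiments, all were called by adjusted p in MCF-7-1 and 13 were in MCF-7-2. GDPD1 had an adjusted p of 0.0483 in MCF-7-2. With chromosome medians removed this was 0.0756 at a similar log2 fold change of 1.11. A further 50 probe sets of 33 genes changed at least 2-fold in both MCF-7 experiments in opposite directions, against 5.44 expected. ARMCX2 was lower in MCF-7-1 and higher in MCF-7-2 (-3.90 and 1.48), as was PREX1 (-2.43 and 2.48), whereas FBN2 was higher in MCF-7-1 and lower in MCF-7-2 (3.56 and -1.38). Without ACSL4 array 1 of MCF-7-2, 53 probe sets were shared in the same direction.

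Stable expression in MCF-7 and SKBr3 cells shared 14 probe sets of 11 genes in the same direction by limma, 1 higher and 13 lower, against 3.01 expected. By the methods' t-test and group medians the count was 14 probe sets of 10 genes, 4 higher and 10 lower. NT5E, the ecto-5'-nucleotidase that makes adenosine, had log2 fold changes of -2.12 (standard error 0.18) in MCF-7-2 and -2.29 (standard error 0.14) in SKBr3. The cGMP-dependent kinase PRKG1 had values of -1.10 and -2.04, the calcium channel ITPR1 of -1.66 and -1.44, and the cell cycle inhibitor CDKN2B of -1.58 and -1.20. The 1 probe set higher by limma measures ENPP1 (1.11 and 1.06). At the probe set of Table 8 ENPP1 rose by 0.95 and 1.32 by group means, under 2-fold in MCF-7-2. Table 8 itself gives more than 2-fold there. The gene lies on chromosome 6, and with chromosome medians removed the log2 fold change of this second probe set in MCF-7-2 was 0.56 (adjusted p = 0.0523). Of the 10 genes of Table 8, all had the listed direction, 8 were called by adjusted p in MCF-7-2 and 10 in SKBr3. The nuclear receptor PPARG, for example, had log2 fold changes of 1.09 (adjusted p = 0.0683) and 0.84 (adjusted p = 0.00961). In opposite directions, 24 probe sets changed at least 2-fold, against 3.45 expected. Across all 54613 probe sets, which are not independent replicates, the log2 fold changes of the experiments correlated with a Pearson coefficient of 0.0363 between MCF-7-1 and MCF-7-2 and of -0.0494 between MCF-7-2 and SKBr3.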

Additional common genes were observed when comparing acute and stable ACSL4 expression in MCF-7 cells (table 7) and between MCF-7 and SKBr3 cells (table 8). Figure 9A validates the microarray data with respect to AUTS2 mRNA expression in both MCF-7 and SKBr3 cells. The precise function of AUTS2 is unknown; however mutations in this gene have been associated with neurodevelopmental disorders [33], as have mutations in ACSL4, which have been implicated in both X-linked metal retardation [34] and autism [35]. In order to further analyze the inverse relationship between AUTS2 and ACSL4, we assessed the effect of inducing ACSL4 expression in MCF-7 cells by an alternate route. We have previously reported that constitutive expression of RAF-1 in MCF-7 cells causes induction of ACSL4 mRNA [7], and in the present study we report that ACSL4 is induced in MCF-7 cells as a result of siRNA-induced ablation of ER (Figure 5). Figure 9B shows the effect of these manipulations on AUTS2 mRNA expression. In both cases AUTS2 mRNA expression is decreased by 90% and 88% respectively. 

**Table 6:** Shared affected genes: Comparison across all three experiments.

Probe Set ID	**Gene Symbol**	**FC MCF-7-1^1^**	**p-value**	**FC MCF-7-2^2^**	**p-value**	**FC SKBr3**	**p-value**
212599_at	**AUTS2**	**-2.48**	**7.16E-04**	**-2.50**	**7.71E-03**	**-2.41**	**3.04E-04**

Microarray data generated as described in the text. Full results can be found in table S1.

1 Compares conditional, doxycycline-induced expression of ACSL4 in MCF-7 cells with doxycycline-treated control-transfected cells.

2 Compares control vector and ACSL4-transfected MCF-7 cells

FC = fold change

**Table 7:** Shared affected genes: Comparison of conditional and stable induction of ACSL4 in MCF-7 cells.

Probe Set ID	**Gene Symbol**	**FC MCF-7-1^1^**	**p value**	**FC MCF-7-2^2^**	**p value**
212599_at	**AUTS2**	**-2.48**	**7.16E-04**	**-2.50**	**7.71E-03**
207886_s_at	**CALCR**	**-3.11**	**3.61E-03**	**-2.13**	**1.79E-03**
224994_at	**CAMK2D**	**-2.87**	**5.45E-04**	**-4.18**	**4.30E-03**
209479_at	**CCDC28A**	**2.03**	**1.29E-05**	**2.07**	**2.81E-02**
231766_s_at	**COL12A1**	**-5.22**	**1.04E-03**	**-3.44**	**6.23E-04**
224822_at	**DLC1**	**-2.18**	**5.02E-05**	**-2.31**	**6.47E-03**
230263_s_at	**DOCK5**	**-2.01**	**4.45E-03**	**-2.11**	**2.18E-04**
1555606_a_at	**GDPD1**	**4.77**	**7.83E-04**	**2.68**	**3.86E-02**
214469_at	**HIST1H2AE**	**6.03**	**6.24E-03**	**2.05**	**4.72E-02**
205842_s_at	**JAK2**	**-2.69**	**1.60E-02**	**-2.04**	**3.89E-02**
201505_at	**LAMB1**	**-3.99**	**1.01E-02**	**-2.29**	**1.23E-02**
227761_at	**MYO5A**	**-2.70**	**1.16E-03**	**-2.32**	**1.07E-02**
213988_s_at	**SAT1**	**2.18**	**4.30E-05**	**4.06**	**1.28E-02**
226051_at	**SELM**	**2.03**	**9.82E-03**	**2.63**	**4.78E-03**
210664_s_at	**TFPI**	**2.20**	**2.32E-03**	**2.80**	**3.05E-02**
203887_s_at	**THBD**	**-2.38**	**3.17E-04**	**-2.16**	**2.27E-02**
227671_at	**XIST**	**-12.40**	**3.05E-07**	**-77.05**	**1.36E-02**

Microarray data generated as described in the text. Full results can be found in table S1.

1 Compares conditional, doxycycline-induced expression of ACSL4 in MCF-7 cells with doxycycline-treated control-transfected cells.

2 Compares control vector and ACSL4-transfected MCF-7 cells

FC = fold change

**Table 8:** Shared affected genes: Comparison of stable induction of ACSL4 in MCF-7 and SKBr3 cells.

Probe Set ID	**Gene Symbol**	**FC MCF-7-2**	**p value**	**FC SKBr3**	**p value**
212599_at	**AUTS2**	**-2.50**	**7.71E-03**	**-2.41**	**3.04E-04**
235626_at	**CAMK1D**	**-2.84**	**6.88E-05**	**-2.00**	**2.80E-05**
236313_at	**CDKN2B**	**-2.74**	**4.31E-04**	**-2.26**	**7.46E-05**
229088_at	**ENPP1**	**2.08**	**4.82E-04**	**2.53**	**1.57E-04**
218796_at	**FERMT1**	**-2.01**	**1.92E-03**	**-3.09**	**2.01E-03**
203710_at	**ITPR1**	**-3.17**	**1.20E-02**	**-2.68**	**1.51E-05**
203939_at	**NT5E**	**-3.81**	**2.20E-04**	**-4.86**	**3.70E-04**
208510_s_at	**PPARG**	**2.34**	**1.96E-02**	**2.17**	**1.56E-02**
228396_at	**PRKG1**	**-2.21**	**9.74E-03**	**-4.04**	**1.60E-02**
223168_at	**RHOU**	**-2.35**	**3.64E-02**	**-3.18**	**9.16E-07**

Microarray data generated as described in the text. Full results can be found in table S1.

FC = fold change

**Figure 9:**
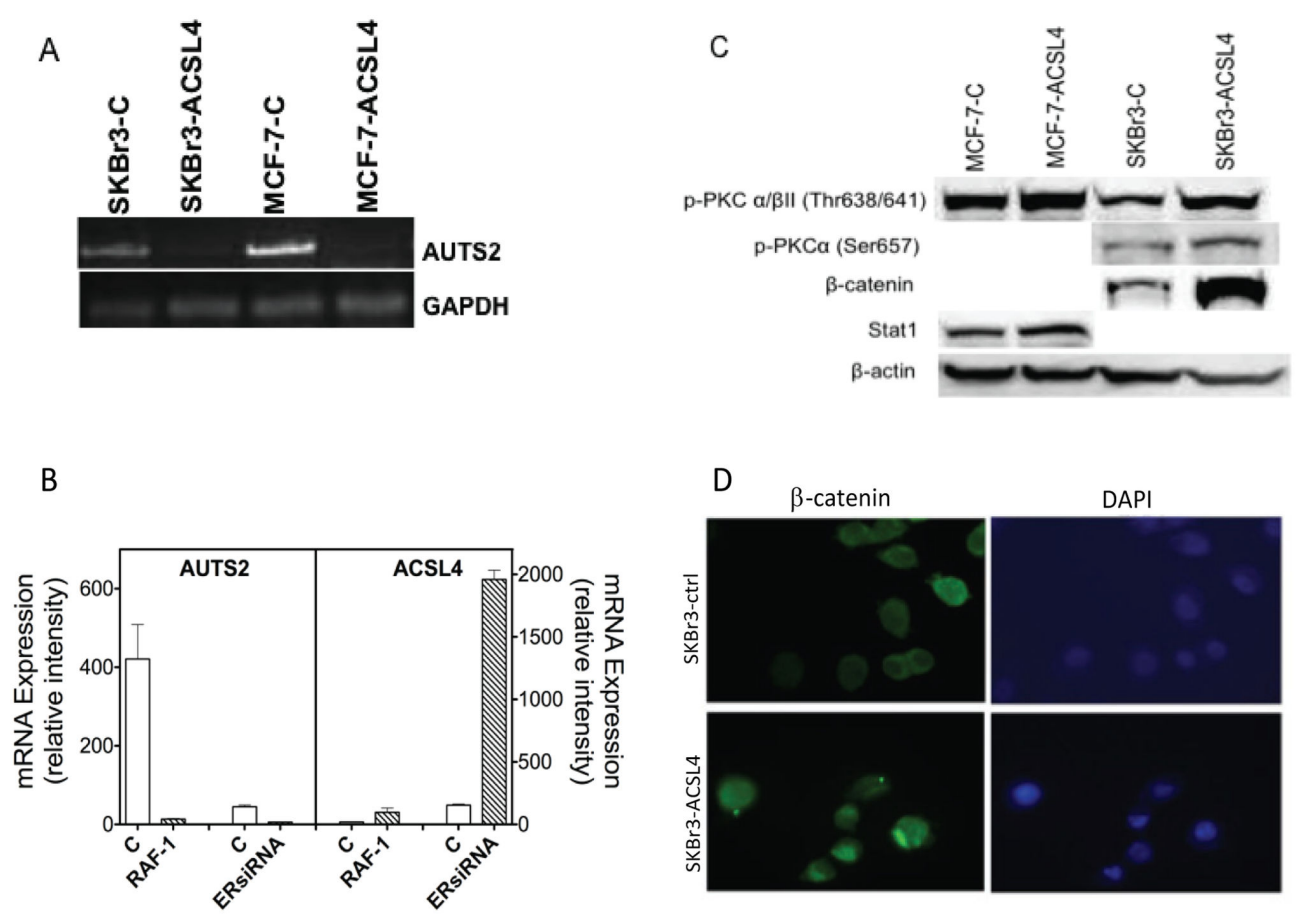
Validation of microarray and proteomic pathway analysis data. Panel **A** illustrates results from a semi-quantitative RT-PCR analysis of control- and ACSL4-transfected MCF-7 and SKBr3 cells. Both transfections were carried out with lentivirus vectors as described in the text. Panel B documents changes in AUTS2 expression as a result of transfection of MCF-7 cells with either RAF-1 or siRNA directed against ER. Values shown represent the means of three determinations ± 1SD. The differences between controls and transfected cells are significant, p=1.0E-03 and p=9.0E-06, respectively. Data were taken from microarray studies GDS1925 and GDS4061 deposited at http://www.ncbi.nlm.nih.gov/geo/ . Panel **C** depicts an immunoblot analysis of selected pathway proteins. Fold changes observed for expression of p-PKCα/βII (Thr638/641) are 1.4 in MCF-7 cells and 1.9 in SKBr3 cells; for expression of p-PKCα is 2.0 in SKBr3 cells; for expression of β-catenin is 35 in SKBr3 cells; and for expression of stat1 is 1.1 in MCF-7 cells. Panel **D** shows immunofluorescent staining of β-catenin in control and ACSL4-transfected SKBr3 cells. Methods were as described in the text.

An analysis of pathways common to all three experiments (table S2) indicates that ACSL4 expression results in the down regulation of a number of signal transduction pathways, including those involving both steroid and peptide hormones and growth factors, which supports the notion that ACSL4 expression induces hormone/growth factor resistance. In addition, pathways involving cytoskeletal organization and cell adhesion are also down regulated, as might be expected in light of the observed effect of ACSL4 expression on invasion. Also consistent with a more aggressive phenotype is a reduction in the expression of genes involved in apoptosis. 

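Signalling genes of the lists in Table S2 had lower means in ACSL4 cells in all 3 experiments, and some of them fell singly. Of 9 genes of the intracellular signaling cascade, 4 were lower at an adjusted p under 0.05 from limma in MCF-7-1, 0 in MCF-7-2 and 2 in SKBr3 (7, 2 and 2 adjusted over the list alone, and 7, 5 and 7 at an unadjusted p under 0.05). Of 8 genes listed under phosphorylation, 4, 2 and 6 were lower (4, 8 and 8 adjusted over the list alone), with FGFR2 and CAMK2D called in each. The call of CAMK2D in SKBr3 was lost with the mean of all its probe sets. In the insulin-like growth factor receptor pathway, GRB10 had log2 fold changes of -0.47 (standard error 0.10), -1.24 (standard error 0.16) and -0.53 (standard error 0.11), and PIK3R1, a regulatory subunit of PI 3-kinase, was called in SKBr3 alone (-0.69, standard error 0.12, adjusted p = 0.00555, against -0.56 in MCF-7-1 and -0.39 in MCF-7-2). The study chose these lists on the same arrays, so their direction is not independent evidence.

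A wider set of 38 genes of peptide growth factor signalling was set before the deposited values were examined. The paper's tables from these arrays had been seen by then and name members such as CAMK2D, so this list is not fully independent either. It had 11 lower and none higher in MCF-7-1 (15 and 1 adjusted over the list alone). They included ERBB4 (-1.89), FGFR4 (-1.63), IGF1R (-1.25) and CAMK2D (-1.27), and camera gave an adjusted p of 9.43e-09, which was 0.158 with an estimated correlation. In MCF-7-2 3 were lower and none higher, and camera gave 0.446. In SKBr3 6 were higher and 9 lower, with GRB14 at 1.64, FGFR3 at 1.12 and FGFR4 at 1.16 beside DUSP4 at -0.74, and camera gave 0.888. With chromosome medians removed 5 were higher and 13 lower there. Among steroid hormone receptors, ESR1, the gene of the estrogen receptor, had a log2 fold change of -0.88 (standard error 0.11, adjusted p = 0.00456) in MCF-7-1, 0.24 (adjusted p = 0.306) in MCF-7-2 and 0.28 (adjusted p = 0.399) in SKBr3. PGR was lower in MCF-7-1 (-2.42, standard error 0.20, adjusted p = 0.00132) and had values of -0.51 (adjusted p = 0.327) and -0.35 (adjusted p = 0.125) in the others. The glucocorticoid receptor NR3C1 was lower in MCF-7-1 at -0.40 (adjusted p = 0.0470), which none of the 6 fits that leave out 1 array called and which was at -0.44 (adjusted p = 0.0564) with chromosome medians removed, and higher in SKBr3 at 0.59 (adjusted p = 0.00403). ERBB2, which encodes HER2, had values of -0.61, 0.23 and 0.05, none called. The androgen receptor AR is not named in the platform table used here, so its expression was not examined. The paper takes the lower expression of signal transduction genes as a point in favour of the idea that ACSL4 brings about resistance to hormones and growth factors.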

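Cytoskeletal genes were counted in lists of the study and in lists set before the deposited values were examined. Of 16 measured genes listed under cytoskeleton in Table S2, 7 were lower in MCF-7-1, 1 in MCF-7-2 and 7 in SKBr3 by limma (12, 11 and 14 adjusted over the list alone). Non-muscle myosin MYH9 had log2 fold changes of -1.36 (standard error 0.25, adjusted p = 0.0186), -0.72 (adjusted p = 0.379) and -0.33 (adjusted p = 0.0598). SHROOM3, which organizes apical actin, had -0.69 (adjusted p = 0.0274), -0.47 (adjusted p = 0.159) and -0.43 (adjusted p = 0.0207). For 5 anchoring junction genes the counts were 3, 0 and 4 (5, 2 and 5 adjusted over the list alone and at an unadjusted p under 0.05), and for 3 cell-cell adhesion genes, FREM2, MYH9 and SOX9, they were 3, 0 and 2 (3, 1 and 3 by each of these). These lists were chosen by the study on the same arrays and are not independent evidence of a direction.

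Lists set before the deposited values were examined gave 10 lower and 1 higher of 42 actin and focal adhesion genes in MCF-7-1 (15 and 1 adjusted over the list alone). Among those lower were DLC1 (-1.14), which the paper's tables also name, the tropomyosin TPM1 (-0.85) and the integrin subunits ITGB5 (-1.01) and ITGB4 (-1.28). In MCF-7-2 3 were lower and none higher. In SKBr3 5 were lower and 4 higher, with RHOU at -1.67 and DLC1 at 1.06, or 8 lower and 2 higher with chromosome medians removed. Of 29 microtubule genes, 4 were lower and none higher in MCF-7-1, 2 lower and none higher in MCF-7-2, and 5 lower and 5 higher in SKBr3, with adjusted p-values of 0.000175, 0.000355 and 0.648 by camera and of 0.0895, 0.715 and 0.902 with an estimated correlation. Of 22 cell-cell junction genes, 6 were lower and 1 higher in MCF-7-1, where the desmosomal plaque gene DSP (-1.51, standard error 0.19) and E-cadherin CDH1 (-1.02, standard error 0.17) fell, while PKP3 rose (1.09, adjusted p = 0.0256, and 0.111, 0.110, 0.0590 and 0.0582 without control arrays 2 and 3 and ACSL4 arrays 1 and 2). In MCF-7-2 the desmosomal cadherins DSC2 (-2.03) and DSG2 (-1.04) were lower, and none was higher. In SKBr3 2 were higher and 2 lower. Of 33 genes of the extracellular matrix, 10 were lower and none higher in MCF-7-1, including LAMC1 (-1.18) and FN1 (-1.24). The counts were 4 lower and 2 higher in MCF-7-2, with COL12A1 at -1.71 and COL5A2 at 1.82, and 2 lower and 3 higher in SKBr3, with THBS1 at 2.04. Camera called the actin list lower in MCF-7-1 (adjusted p = 1.41e-06) and MCF-7-2, and the junction (0.000836) and matrix (0.000236) lists lower in MCF-7-1. With an estimated correlation the adjusted p-values of the actin, junction and matrix lists in MCF-7-1 were 0.0895, 0.211 and 0.0895, and that of the actin list in MCF-7-2 was 0.685. In SKBr3 the preset correlation gave 0.888, 0.943 and 0.834 for these lists.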

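Of 7 genes listed under programmed cell death in Table S2, 2 were lower in MCF-7-1, 2 in MCF-7-2 and 3 in SKBr3 by limma (4, 5 and 7 adjusted over the list alone), in a list that the study chose on these arrays and that is not independent evidence. EYA2 had log2 fold changes of -0.42 (adjusted p = 0.251), -1.03 (standard error 0.17, adjusted p = 0.0219) and -1.38 (standard error 0.12, adjusted p = 0.000118). The kinase HIPK2, which acts on p53, had -1.52 (standard error 0.19, adjusted p = 0.00509) in MCF-7-1, and -0.63 and -0.36 (adjusted p = 0.136 and 0.156) in the others. The secreted chaperone clusterin, CLU, had -0.76 (adjusted p = 0.0262), -0.68 (adjusted p = 0.0314) and -0.36 (adjusted p = 0.0730), and PHLDA1 was called in SKBr3 alone (-1.33, adjusted p = 0.000906).

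Apoptosis genes of a list set before the deposited values were examined were counted in each experiment. Differences between the experiments in this list were not tested. In MCF-7-1 5 of 27 were higher and 1 lower (8 and 2 adjusted over the list alone), and those that rose promote cell death: the BH3-only genes BIK (1.11, standard error 0.11), PMAIP1 (1.29, standard error 0.16) and BAD (0.50) and the nuclease gene ENDOG (0.63). BAD had an adjusted p of 0.0249, and of the 6 fits that leave out 1 array, only that without ACSL4 array 1 called it. ENDOG and CFLAR were not called without control array 2 (adjusted p = 0.0642 and 0.0626) or control array 3 (0.0720 and 0.0722). In MCF-7-2 only CASP8 was called (-0.64, standard error 0.11, adjusted p = 0.0314). Removing chromosome medians left it at -0.44 (adjusted p = 0.127). In SKBr3 4 were lower and none higher (5 and 1 adjusted over the list alone), namely the death-associated kinase DAPK1 (-2.03, standard error 0.10, adjusted p = 1.26e-06), HTRA2 (-0.59), BMF (-0.52) and CASP9 (-0.36). With chromosome medians removed 7 were lower and none higher there. Camera called the list in none of the experiments (adjusted p = 0.0793, 0.680 and 0.615), whereas fry called it higher in MCF-7-1 (0.0132) and lower in SKBr3 (0.0496). Of 14 survival genes, BAG3 was lower (-1.39) and CFLAR, which blocks caspase 8, higher (0.63) in MCF-7-1, and limma called 0 in MCF-7-2 (1 higher and 2 lower at an unadjusted p under 0.05) and 0 in SKBr3 (1 and 1).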

The ability of ACSL4 to increase proliferation is reflected in the upregulation of pathways that function in general cellular metabolism and DNA and RNA synthesis. 

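DNA replication and mitosis genes of lists set before the deposited values were examined were counted in each experiment. Differences between the experiments in these lists were not tested. In SKBr3 25 of 41 replication genes were higher and none was lower (30 and 0 adjusted over the list alone), among them the cyclin CCNE2 (1.05, standard error 0.12), the clamp loader subunit RFC5 (0.91, standard error 0.11), the polymerase subunit POLA1 (0.92) and GINS2 (0.71). Of 35 mitosis genes, 9 were higher and none lower (21 and 0 adjusted over the list alone), including TPX2 (0.84) and NDC80 (0.68). Camera's adjusted p was 2.98e-13 for replication and 6.69e-10 for mitosis, and 0.737 and 0.528 with an estimated correlation. With chromosome medians removed, 17 replication genes and 6 mitosis genes were called. In MCF-7-1 4 replication genes and 3 mitosis genes were lower and none higher, with FOXM1, a regulator of mitotic genes, at -1.21 (standard error 0.18, adjusted p = 0.00931), and camera gave 0.0739 and 0.124. In MCF-7-2 CDC25B (-0.61) was the 1 gene of these lists called, and both lists were called lower by camera (0.0160 for replication and 0.0499 for mitosis), with 0.715 for each at an estimated correlation and 0.267 for mitosis with chromosome medians removed.

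Of 10 RNA processing genes in Table S2, 3 were higher in MCF-7-1, 2 in MCF-7-2 and 5 in SKBr3 (10, 9 and 9 adjusted over the list alone). Of 5 genes of cofactor metabolism, the counts were 1, 2 and 4 (4, 5 and 5), and of 4 of glucose metabolism 2, 1 and 2 (4, 4 and 4). The study chose these members on the same arrays, so they are not independent evidence. FARS2 and QKI, called in MCF-7-2, lie on chromosome 6 with COQ3 and PDSS2, and with chromosome medians removed their log2 fold changes of 0.70 and 0.48 became 0.31 (adjusted p = 0.197) and 0.09 (adjusted p = 0.676), and that of PDSS2 went from 0.89 to 0.50 (adjusted p = 0.193). A list of 46 RNA splicing genes was set before the deposited values were examined. Of these, 6 were higher and 3 lower in MCF-7-1, and 0 were called in MCF-7-2 by limma (7 higher and 4 lower at an unadjusted p under 0.05). In SKBr3 5 were higher, where camera gave an adjusted p of 0.00821, and 0.784 with an estimated correlation. For SF3A1 and PRPF8 the log2 fold changes in MCF-7-1 were -1.59 and -1.24. In 39 oxidative phosphorylation genes, 6 were higher and none lower in MCF-7-1 (adjusted p = 1.19e-05 by camera, 0.211 with an estimated correlation), limma called 0 in MCF-7-2 (5 higher and 4 lower at an unadjusted p under 0.05), and 1 was higher in SKBr3, where camera gave 0.0481, 0.902 with an estimated correlation and 0.488 with chromosome medians removed. Of 22 glycolysis genes, 2 were higher and 5 lower in MCF-7-1, 3 were higher in MCF-7-2, among them HK2 (0.85), and 3 were higher and 1 lower in SKBr3, where the regulator PFKFB3 (-0.96) fell and ALDOC (0.62) rose.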

Results from PPAA analysis comparing control- and ACSL4-expressing MCF-7 and SKBr3 cells are shown in table 9. The pathways that appear activated by expression of ACSL4 in both cell lines are those involving PKCα/βII (Thr 638/641), L-selectin and alcohol dehydrogenase (ADH). In SKBr3 cells β-catenin levels were greatly increased. Figure 9C validates the increases seen in phospho-PKCα and β-catenin suggested by the PPAA results. The increase in β-catenin in SKBr3 cells is concomitant with an increased nuclear localization, as illustrated by the immunofluorescense study shown in Figure 9D. A role for the WNT signaling pathway in breast cancer progression has been suggested by data illustrating that loss of the WNT negative regulator, sFRP1, is associated with breast cancer progression and poor prognosis [36]. When ACSL4-positive MDA-MB-231 cells are forced to express sFRP1, ACSL4 mRNA expression decreases by 42% (p = 0.003), as illustrated in microarray data reported by Matsuda et al [37] . This data is deposited on the GEO website, GSE13806.

**Table 9:** PPAA analysis of pathway protein expression as a function of ACSL4 expression.

	**MCF-7 Cells**		**SKBr3**	
	Fold Change*		**Fold Change**	
	**Exp. 1**	**Exp. 2**	**Exp. 1**	**Exp. 2**
**Protein**				
p-PKCα (Ser657)	NC	NC	1.59	1.83
p-PKC α/βII (Thr638/641)	1.66	2.04	2.16	1.78
Stat1	1.22	2.14	NC	NC
cdc25B	0.48	0.83	NC	NC
EGFR	1.09	2.32	NC	NC
Hsp90	NC	NC	0.35	0.74
PCNA	NC	NC	0.38	0.78
p38β	NC	NC	0.30	0.67
β-catenin	NE	NE	20.93	16.83
XIAP	0.51	0.52	NC	NC
OPN	NE	NE	1.32	7.53
WT1	NC	NC	0.47	0.76
NFkBp50	NC	NC	0.57	0.49
Calretinin	0.82	0.14	NC	NC
ICAM-1	0.37	0.26	NC	NC
c-Flip	NC	NC	0.36	0.53
Rab 7	1.54	1.82	2.53	2.18
Bak	1.92	2.03	NC	NC
Nkx-3.1	NC	NC	1.72	1.76
RIP	0.48	0.66	NC	NC
ERCC1	NC	NC	2.77	1.38
L-Selectin	2.28	3.01	2.48	1.45
Cytokeratin 18	NC	NC	0.55	0.47
FAH	NC	NC	3.31	1.49
LSD1	NC	NC	2.23	1.62
LKB1	NC	NC	0.77	0.43
PEDF	NC	NC	0.41	0.10
SPAK	NC	NC	0.45	0.04
ADH	0.52	0.23	0.69	0.43

Methods were as described in the text and results shown are from two separate experiments. Fold change = ACSL4-transfected cells/control cells NC = no change; NE = not expressed 

## Discussion

 Breast cancer is a heterogeneous disease in which treatment is complicated by varying degrees of steroid hormone/HER2 sensitivity and the development of resistance to therapies targeting the actions of these hormones and growth factors. The ability to characterize individual cancers as to their likelihood of responding to such therapies currently relies on the measurement of steroid hormone/HER2 receptors, their presence being indicative of a probable response to a therapy designed to block their action. However, *de novo* and acquired resistance to targeted therapies remains a frequent problem in hormone receptor-expressing as well as Her2 positive breast cancers [38,39]. We have presented evidence here that expression of a lipid metabolic enzyme, ACSL4, inversely correlates with the presence of steroid hormone and growth factor receptors in breast cancer, and as such may be a marker for the highly aggressive QNBC. The addition of AR to the triple negative characterization is supported by a variety of reports suggesting that TNBC that lack AR have a worse prognosis than AR-positive TNBC [5,40-44]. This inverse correlation between ACSL4 status and receptor status was significant for both studies in cell lines as well as tumor samples. 

 In order to determine whether ACSL4 status could serve as a biomarker for QNBC, we surveyed ACSL4 expression in 71 different cell lines and correlated the data with that for receptor expression. ACSL4 status predicted QNBC status with a sensitivity of 78% and a specificity of 86% (table 4). Of potential interest are those instances where either both ACSL4 and receptors are co-expressed or neither ACSL4 nor receptors are expressed (table 5). These data suggest the possibility of a further stratification of both receptor-positive breast cancer and QNBC based on ACSL4 status that might predict prognosis and/or response to therapy. 

Stratifications have also been proposed based on intrinsic molecular subtype as defined by a variety of gene expression paradigms [29,45]. ACSL4 status is clearly associated with claudin-low, and to a lesser extent, basal-like breast cancer (Figure 1). There does not appear to be an association between ACSL4 status with respect to luminal subtypes [46]. This brings up the question of why ACSL4 has not been identified in any previous gene signature of molecular subtypes. We would suggest the possibility that the low level of relative expression values seen in positive samples as compared with negative samples underestimates the actual change observed in ACSL4 expression as a function of molecular subtype and receptor status, and thus ACSL4 is rejected as a function of the application of algorithms designed to capture the most significant differences. However, immunoblot data confirms that a log base 2 value of 3.5 can represent strong expression while a value of 2.5 is negative [7]. 

In support of ACSL4 functioning as a biomarker for effective QNBC, the data detailed here indicate that forced ACSL4 expression is capable of inducing resistance to hormone-stimulated growth as well as reducing sensitivity to targeted therapies. In estrogen sensitive MCF-7 cells, expression of ACSL4 confers insensitivity to estrogen treatment with respect to growth as well as increased invasion capability (figures 2-4). In fact, there is a slight inhibition of growth in the presence of estrogen. These effects are accompanied by a reduction in expression of ER, PR and AR (Figure 2). ACSL4 expression in the absence of any hormonal treatment increases the growth rate of the cells in both complete serum (data not shown) as well as in charcoal-stripped serum. Similar results have been recently reported for ACSL4-expressing MCF-7 cells both *in vitro* and *in vivo* [47]. Reduction of ACSL4 levels in ACSL4-positive, QNBC, and MDA-MB-231 cells significantly inhibits invasion capability (Figure 4), confirming previous data from Maloberti et al [12]. Lastly, ACSL4 expression decreases apoptosis in MCF-7 cells in response to treatment with tamoxifen (ER antagonist), triacsin C (ACSL1, 3 and 4 antagonist) or etoposide (Figure 8). Thus the ability of ACSL4 to enhance survival is not limited to effects on estrogen action, but appears also to have a general overall effect. We have previously reported that attenuation of ACSL4 expression in the QNBC cell line, MDA-MB-231, causes increased sensitivity to treatment with triacsin C [7]. ACSL5 has previously been reported to function as a cancer survival factor [32,48]

Not only is ACSL4 expression able to reduce ER expression, but an siRNA-mediated reduction of ER in MCF-7 cells induces expression of ACSL4 as shown in Figure 5. Results shown in Figure 5 were derived from microarray data reported by Al-Saleh et al [31]. Lastly, the proliferative effect of ACSL4 is also observed in a xenograft mouse model utilizing both intact and ovariectomized nude mice (Figure 6). Since nude mice have low levels of endogenous estrogen, and the intact mice were not treated with exogenous estrogen, it is not surprising that there is little difference observed between intact and ovariectomized mice. It will be interesting to see whether estrogen supplementation in the ovariectomized model inhibits growth of ACSL4-transfected MCF-7 cells, as is the case *in vitro.*

In the HER2-overexpressing cell line, SKBr3, stable expression of ACSL4 results in a slight increase in the rate of growth (Figure 7), as well as reduced sensitivity to treatment with lapatinib (Figure 8D), supporting the hypothesis that simultaneous expression and overexpression of both ACSL4 and HER2, respectively, are indicative of resistance to HER2-based therapy. Estrogen appeared to inhibit growth in the experiment shown in Figure 7. Further experimentation will be required to determine the significance of this inhibition in the absence of ER expression.

 The effect of ACSL4 expression on overall gene expression was evaluated by microarray studies in two different cell lines: a conditional and stable MCF-7 model, as well as a stable SKBr3 model. Table S1 details the common affected genes across the three models, and Table S2 lists common affected pathways. Table 6 lists those shared affected genes across the three models that were decreased by ≥50% or increased by ≥100%. The only gene whose expression was so affected was AUTS2, an effect validated by RT-PCR (Figure 9A). The function of this gene is thought to be associated with neural development, and mutations in AUTS2 have been linked to autism [35,49], although the exact nature of its activity remains unknown. The prevalence of autism in males suggests involvement of the X chromosome, and the association between X-linked mental retardation, a syndrome associated with mutations in ACSL4, which is located on the X-chromosome [34], and autism support the finding reported here that ACSL4 expression regulates AUTS2 expression. 

The ability of ACSL4 to cause a decrease in X inactive specific transcript (XIST) in both MCF-7 models is of interest in light of the data implicating a possible role for this RNA moiety in the genesis of breast cancer [50]. 

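XIST, the noncoding RNA that coats the inactive X chromosome, is covered by 8 probe sets annotated to it alone. At the probe set of Table 7, the signal of XIST was 12.2-fold lower in ACSL4 cells of MCF-7-1 (log2 fold change -3.61, standard error 0.10, adjusted p = 1.71e-05 from limma) and 69.5-fold lower in those of MCF-7-2 (log2 fold change -6.12, standard error 0.31, adjusted p = 0.000258). Another 3 probe sets had log2 fold changes of -3.33, -3.17 and -2.34 in MCF-7-1 and of -5.95, -6.02 and -5.46 in MCF-7-2. A further 2 had smaller values in MCF-7-1, -0.94 (adjusted p = 0.0208) and -0.65 (adjusted p = 0.132), and -3.97 and -4.07 in MCF-7-2, and the remaining 2 were called in neither of these experiments. In SKBr3 the probe set of Table 7 had a log2 fold change of 0.13 (standard error 0.12, adjusted p = 0.512), and 1 other probe set was called, at 0.74 (standard error 0.13, adjusted p = 0.00532).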

Like ACSL4, XIST is located on the X chromosome. 

When common affected pathways are analyzed, it becomes clear that expression of ACSL4 causes a general increase in cellular metabolism, including RNA and DNA synthesis, as well as a decrease the expression of pathways involved in signal transduction and cytoskeletal organization.

Table 9 lists changes in pathway-associated protein expression or phosphorylation state as a function of ACSL4 expression in MCF-7 and SKBr3 cells. Changes in p-PKCα, and β-catenin were validated (Figure 9C). The increase in β-catenin in SKBr3 cells was also verified by immunofluorescence, and it was noted that there was increased nuclear localization as a result of ACSL4 expression (Figure 9D).

Recent studies have addressed the mechanism by which ACSL4 induces an aggressive phenotype in breast cancer [12,47]. ACSL4 is an enzyme in the lipogenic pathway that supplies activated fatty acids for use in glycerolipid synthesis and in β-oxidation. There is even some evidence that activated fatty acids (fatty acyl-CoAs) function as transcription factors [51]. The preference of this enzyme for arachidonic acid as a substrate has lead to the hypothesis that ACSL4 expression decreases the availability of free arachidonic acid for conversion to leukotrienes and eicosanoids, and thus functions to impede the production of these compounds, a suggestion that has been supported by data [13,52]. In the case of breast cancer, however, ACSL4 has been demonstrated to increase production of lipoxygenase products, an effect attributed to increased uptake of AA-CoA into the mitochondria, followed by regeneration of free AA for subsequent conversion to prostaglandins [12]. ACSL4 expression also induces increased expression of COX-2. Thus ACSL4 activity increases the pool of free AA available for conversion to prostaglandins, as well as increasing enzyme activity (COX-2) involved in prostaglandin synthesis. The result is a more aggressive breast cancer phenotype. In prostate cancer, induction of COX-2 has been shown to be effected by addition of AA *via* the PI3K/AKT pathway [53]. Whether or not this effect involves ACSL4 activity remains to be determined.

The unique subcellular localization of ACSL4 to peroxizomes and mitochondria-associated endoplasmic reticulum membranes suggests a possible role for this enzyme in facilitating oxidation of free fatty acids as a source of energy in proliferating tumor cells. Thus both substrate specificity and subcellular localization are currently under investigation in our laboratory in order to determine their role in mediating the effects of ACSL4 expression on breast cancer phenotype. 

Breast cancer is not the only cancer demonstrated to differentially express ACSL4. It has previously been reported that ACSL4 expression is associated with the malignant phenotype in both liver and colon cancer and functions to modulate proliferation [10,11]. In breast cancer, this association is limited to the most aggressive forms of the disease, with the more benign, receptor positive cancers being negative for ACSL4 expression. Since normal mammary epithelium is predominantly receptor-negative, ACSL4 expression is positive for normal compared with most (i.e. receptor-positive) breast cancer tissue. The precise role of ACSL4 activity in generating the malignant phenotype seen in colon, liver and aggressive breast cancers remains to be determined. Its utility as a biomarker for differentiation of breast cancer molecular subtypes and for prediction of treatment response and prognosis is supported by the evidence presented here and in prior studies by our group and others. Further work will be required to demonstrate that routine measurement of ACSL4 in breast tumor samples might obviate the need for hormone/HER2 receptor measurements in cases where ACSL4 is positive, or be useful as a marker, in addition to receptor status, in making treatment decisions. Of particular interest is a possible role for ACSL4 as a mediator of the racial disparity observed in the increased prevalence of TNBC in the African American population. Microarray analyses performed on liver tissue from patients undergoing weight loss surgery revealed elevated levels of ACSL4 mRNA in African Americans when compared to Caucasians [54]. 

## Conclusions

An analysis of the expression of ACSL4 in breast cancer indicates that there is an inverse relationship between the presence of this lipid metabolic enzyme and the steroid hormone/HER2 receptor status of the sample. In a study of 71 different breast cancer cell lines, ACSL4 status predicted QNBC status with a sensitivity of 78% and a specificity of 86%. Higher ACSL4 expression was also associated with TNBC tumor samples. In cases where ACSL4 expression status failed to predict receptor status, it is possible that a sub classification based on ACSL4 status might have prognostic or therapeutic implications. Including ACSL4 expression data in gene signatures designed to assess intrinsic molecular subtype might improve the accuracy of these determinations. There is also the possibility that adding ACSL4 measurements to current measurements of sex steroid and HER2 receptors would increase the predictive value of current protocols. Studies assessing the effect of ACSL4 expression in breast cancer cell lines suggest that ACSL4 functions as a mediator of hormone independence and resistance to hormonal and chemotherapy. Thus simultaneous expression of ACSL4 and a receptor might serve as an indicator of resistance to targeted therapies, while it is possible that receptor-negative tumors that are also ACSL4-negative might be less aggressive than ACSL4-positive tumors and be amenable to receptor-based therapies. In essence, ACSL4 status may be a biomarker that further defines receptor status. Given that receptor status does not always predict intrinsic molecular subtype, inclusion of ACSL4 status as a biomarker might prove useful as a prognostic and therapeutic guide. In addition, ACSL4 itself might serve as a useful target for development of future therapies.

## Supporting Information

Table S1 **Common affected genes.** Results from gene expression studies comparing control-transfected and ACSL4-transfected MCF-7 and SKBr3 cells. Methods were as described in the text. MCF-7 cells were transfected with either a doxycycline-inducible expression vector (MCF-7-1) or a lentiviral expression vector (MCF-7-2). SKBr3 cells were transfected with a lentiviral vector.

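Each fold change of Table S1 is the difference between the medians of the log2 values of the 3 ACSL4 arrays and the 3 control arrays: computed in this way from the deposited values, all 268 probe sets matched within 0.01 on the log2 scale in each of the 3 experiments. Its p-values are those of a two-sided Student's test on the linear signal, to which all 268 matched within 1% in each experiment, and they are not adjusted for the number of probe sets. By the table's own p-values, 61 of the 268 probe sets are under 0.05 in all 3 experiments, 108 in 2, 74 in 1 and 25 in none. With limma, 164 had an unadjusted p under 0.05 in the listed direction in all 3 experiments, and 13 an adjusted p under 0.05. The 268 probe sets include 226 annotated to a single gene, which cover 195 genes.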

(XLS)

Table S2 **Common affected pathways.** An analysis of the results detailed in table S1 using methods described in the text.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

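RNA of 18 samples was measured on Affymetrix HG-U133 Plus 2.0 arrays, 1 sample per array: 3 control and 3 ACSL4 samples in each of 3 experiments (MCF-7-1, doxycycline-inducible ACSL4; MCF-7-2 and SKBr3, lentiviral ACSL4). Arms and replicate numbers were taken from the sample labels. The deposited intensity values were made by the authors with RMA (background correction, quantile normalization and summary per probe set), which the methods and the labels name without a version, and are RMA signals on a linear scale, from 4.88 to 31154. They equal the signal columns of Table S1 for all 268 probe sets listed there. The arrays have a median signal of 34.0 to 36.6 (log2 of 5.09 to 5.20), and correlations between replicates lie between 0.985 and 0.998. The values were taken to log2 before any test and were not normalized again.

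Probe sets were named through the platform table provided with the data, updated by Entrez gene identifier against RefSeq for GRCh38.p14. Of the 54613 probe sets left after removing 62 Affymetrix controls, 41091 carry 1 gene symbol (19775 genes), 1801 carry several and 11721 carry none. All of them were tested, and genes are named only from probe sets with 1 symbol. A gene with several probe sets is represented in the gene lists by the probe set with the highest mean over the 18 arrays. A gene counts as expressed at a mean log2 signal above 7 (a signal of 128).

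Arms were compared within each experiment with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes, 1 prior variance for all probe sets), with p-values adjusted by Benjamini and Hochberg over all 54613 probe sets and called at an adjusted p under 0.05. The average effect of ACSL4 and the differences between experiments came from 1 fit over all 18 arrays with a mean for each of the 6 groups. For Tables 6 to 8 the thresholds were the paper's, at least 2-fold at an unadjusted p under 0.05. These had to be met in the same direction in each experiment. Folds were differences of group means and p-values came from limma, whereas the paper's values match group medians and Student's test. Counts by the paper's method are given as well. The limma counts stand beside the number expected from independent sets. The 37 gene lists were tested with camera (preset correlation of 0.01, adjusted over the lists) and their members counted by limma over all probe sets and adjusted over the list alone. Members of 10 categories of Table S2 were counted too. Its lists of metabolic processes and of histone and nucleosome genes were left out, the first because it is shown in part, the second because its probe sets carry several symbols.

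The lists, tests, alternatives and the rule for naming genes were set before the data were examined, apart from the Table S2 categories and the choices named in the closing section. The paper had been seen by then. Its tables from these arrays name some list members, such as CAMK2D, DLC1, RHOU, COL12A1 and CALCR, so the lists are not fully independent of these arrays. Named were the 8 genes with the largest rise and the 8 with the largest fall in each experiment among called probe sets with all 3 ACSL4 arrays on 1 side of all 3 controls; the genes of Tables 6 to 8, whose values in the paper had been seen; members of the Table S2 categories that a passage needs; the steroid hormone and HER family receptors; the ACSL genes; and 2 to 4 genes of a list with the lowest adjusted p. On simulated arrays with the spread of each experiment, changes of known size were added: of changes of 2 on the log2 scale 92.4%, 90.9% and 98.5% were recovered in MCF-7-1, MCF-7-2 and SKBr3, of changes of 0.585 5.97%, 22.4% and 26.9%, with 3, 6 and 3 false calls among 54413 unchanged probe sets. The real experiments had more called probe sets, where the adjusted threshold is less strict, so recovery there may differ.

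Alternatives were a filter on probe sets below the median signal, quantile normalization, median centring, 1 fit over all 18 arrays, limma-trend, the replicate number as a block, each array left out in turn, the methods' t-test with group medians, the mean of all probe sets of a gene, camera with an estimated correlation and fry. Removing the median of the expressed genes of each chromosome from each array was added after the data were seen. This median was taken from every probe set of the chromosome, expressed or not.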

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

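The tests for a mislabelled array and for low signals and the splits of the arrays were set before their results were seen. The tests for leukocyte RNA, for normalization and for an effect of ACSL4 alone on the interferon genes, and all 4 tests on chromosomes, were chosen after. Groups of 3 arrays were not tested for single distant arrays.

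The change from control to ACSL4 cells differed between experiments for many probe sets. The difference itself passed an adjusted p of 0.05 from limma for 4651 probe sets between MCF-7-1 and MCF-7-2 and for 4555 between MCF-7-2 and SKBr3. Of 100 splits of the arrays within the experiments, 1 gave as many for each, the real split itself, and the highest of the others gave 2323 and 2191. A chance division of the arrays without any difference between the arms can thus be excluded. The splits do not test whether 2 experiments share 1 effect, and they cannot separate ACSL4 from the clones. In MCF-7-1 they cannot separate it from doxycycline either, if the labels are right. ARMCX2 differed by -5.38 on the log2 scale between the MCF-7 experiments (standard error 0.33, adjusted p = 3.47e-08; -3.90 in MCF-7-1 and 1.48 in MCF-7-2), FBN2 by 4.94 (3.56 and -1.38) and PREX1 by -4.91 (adjusted p = 1.31e-11; -2.43 and 2.48). Between MCF-7-2 and SKBr3, DKK1 differed by -3.54 (-0.72 and 2.82), PTGER4 by -3.44 (-0.94 and 2.50) and VLDLR by 3.29 (1.19 and -2.10). For these 6 genes all 3 ACSL4 arrays lay on 1 side of all 3 controls in each experiment compared, on opposite sides in the 2. The fall of FBN2 in MCF-7-2 was not called without control array 2 (adjusted p = 0.0804), ACSL4 array 2 (0.0527) or ACSL4 array 3 (0.0611). The calls of DKK1, PTGER4 and VLDLR in MCF-7-2 were lost in 5 of the 6 fits that leave out 1 array, with adjusted p-values of up to 0.143, 0.133 and 0.149 without control array 2, and held without control array 3, control array 1 and ACSL4 array 1, respectively.

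Over all probe sets, the log2 fold changes of the MCF-7 experiments had a Pearson correlation of 0.0363. If low signals hid a shared response, genes above the median signal in both experiments would correlate, but over 12302 such genes the coefficient was 0.0620, which argues against low signal as the cause. Differences between the clones, between doxycycline induction and lentiviral expression, and in the level of ACSL4 stay open and were not tested, since each MCF-7 experiment has its own clones and its own system.

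Interferon response genes, which the paper does not discuss, were raised on 2 of the 3 ACSL4 arrays of MCF-7-1, by a median of 5.18 and 4.52 on the log2 scale over 37 genes, against 0.03, -0.01 and 0.02 on the control arrays. RNA from leukocytes would bring leukocyte markers, whose median difference was at most 0.028 on these arrays over 13 genes. After a further quantile normalization the median on these 2 arrays was at least 4.52. The deposited values were already quantile normalized, so this cannot decide whether normalization between arrays gave the pattern. Of 1838 probe sets lower on the other 2 arrays, 96.6% also lay below all controls on the third. This argues against a mislabelled control as the third array. ACSL4 expression alone was taken to raise these genes on the third array too, where the median was 0.071. This cannot decide the question, since the pattern was defined by that array. Its level of ACSL4 is also unknown, because the paper states that the probe lies outside the transfected cDNA. A stimulus that reached some of the ACSL4 samples and not others may explain the pattern, and no such stimulus is recorded or was tested.

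Genes of whole chromosomes moved together in MCF-7-2, with median log2 fold changes of 0.36 on chromosome 6, -0.34 on chromosome 18 and -0.27 on chromosome 4, in genes the paper does not discuss as groups. The 88.5% of 453 expressed genes of chromosome 6 that were higher restates this shift, since a few strongly changed genes do not move a median. A quality effect on gene-rich, GC-rich chromosomes is argued against by a largest median of 0.091 among chromosomes 16, 17, 19 and 22. In MCF-7-1 the median of chromosome 6 was 0.030, which argues against an effect on that chromosome that ACSL4 gives in both MCF-7 experiments, while chromosomes 16, 17, 19 and 22 had medians of -0.20, -0.06, -0.09 and -0.08 there and were lower on ACSL4 arrays 1 and 3 than on array 2, so a quality effect was not excluded in MCF-7-1. All 10 blocks of neighbouring expressed genes along chromosome 6 had a median above 0.15, so a candidate explanation is a different copy number in the control and ACSL4 clones. DNA was not measured, and the explanation was found and tested on the same arrays. In SKBr3 the median of chromosome 9 was -0.21, and the medians of its blocks lay between -0.26 and -0.12. Copy number was not tested as an explanation there.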

How the results depend on the processing

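Removing chromosome medians was chosen after the data were seen. The other alternatives were planned. A change of the scaling moved the median log2 fold change over all probe sets by less than 0.1. Quantile normalization and median centring kept every count of changed probe sets, shared probe sets and differences within 1.5 times its value, and AUTS2 and the ACSL4 probe sets on their side of the threshold. The deposited values were already quantile normalized, so these settings could change little and are a weak check on the scaling.

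With probe sets below the median signal left out, 0 probe sets changed 2-fold in all 3 experiments, since the filter takes the mean of all 6 arrays and the fall of AUTS2 itself brings that mean under the median in MCF-7-2, where its control mean of 5.31 lies above it, 9 were shared by MCF-7-2 and SKBr3, and camera called 3 lists in SKBr3. That filter leaves no value for AUTS2 in MCF-7-2 or for ACSL4. With the spread taken from all 18 arrays, 6624 probe sets changed in MCF-7-1 and 2596 in MCF-7-2. The first ACSL4 probe set was called lower in MCF-7-2 in that fit (-0.50, adjusted p = 0.00996), with limma-trend (-0.50, 0.0269) and with chromosome medians removed (-0.58, 0.0396). By the methods' t-test without adjustment ACSL4 was at 0.28 in MCF-7-1 and -0.52 in MCF-7-2, both called, and 9092, 6949 and 13010 probe sets were called in MCF-7-1, MCF-7-2 and SKBr3. With adjustment that test called 704, 11 and 2029, and AUTS2 missed the threshold in MCF-7-1 (-1.31, adjusted p = 0.0514) and MCF-7-2 (-1.32, 0.221). With the replicate number as a block the counts were 1905 in MCF-7-1, 264 in MCF-7-2, 3343 for the average and 2711 for the difference between MCF-7-2 and SKBr3, and AUTS2 in MCF-7-2 was at -1.34 (adjusted p = 0.0606). Arrays of the same number were the most alike in 2 of 9 cases, so the numbers do not pair them. Asking for an adjusted p in each experiment left 22 probe sets shared by the MCF-7 experiments. Except where its construction is given, the cause was not tested.

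As the mean of all its probe sets AUTS2 was at -0.35 in MCF-7-1 (adjusted p = 0.0519). This mean reversed the sign of 3 single probe sets: 1 of AUTS2 in MCF-7-2 (-0.63, adjusted p = 0.00942), 1 of XIST in MCF-7-2 (-3.97, 0.000395) and 1 of CAMK2D in SKBr3 (0.041, 0.774), since other probe sets of these genes had the opposite sign. Over the alternatives the adjusted p of AUTS2 in MCF-7-2 ranged from 1.12e-05 to 0.221. Camera with an estimated correlation called 0, 0 and 0 lists, and fry called 18 in MCF-7-1, 2 in MCF-7-2 and 12 in SKBr3.

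Leaving out 1 array at a time gave 838 to 3924 changed probe sets in MCF-7-1, 211 to 1590 in MCF-7-2 and 3993 to 7184 in SKBr3. Counts that moved by more than 1.5 times came without MCF-7-1 control arrays 1, 2 and 3 (1923, 1038 and 838) and ACSL4 array 1 (2386), without MCF-7-2 control arrays 1, 2 and 3 (437, 211 and 907) and ACSL4 arrays 2 and 3 (683 and 425), and without SKBr3 control array 3 (4655) and ACSL4 arrays 1 and 3 (3993 and 4412). Probe sets shared by the MCF-7 experiments numbered 34 to 53 (53 without MCF-7-2 ACSL4 array 1), AUTS2 in MCF-7-2 ranged from -1.50 to -1.19 (adjusted p = 0.0613 without control array 2), and camera called 4 to 9 lists in MCF-7-2 (4 without control array 3). AUTS2 stayed the 1 probe set with a 2-fold change in all 3 experiments in each of these fits. An arm left with 2 arrays shares its spread with the other arm.

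Of 1026 values of named genes, 912 kept their direction and side of the threshold over all 18 arrays, 980 with limma-trend, 1005 with median centring, 983 with quantile normalization, 893 with the replicate block, 946 with chromosome medians removed, 903 with the mean of all probe sets (78 lost their call) and 899 with the methods' t-test without adjustment. With adjustment, that test left 705 as they were and 320 without their call. The filter on low signals kept 852 of the 877 values it leaves. With 1 array left out, 5327 of 6156 did and 765 lost their call. Low signals limit what can be said of ACSL4, whose probe sets lie below the median signal of the arrays.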

Differences from the paper's values

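None of the 53 fold changes of Tables 6 to 8 differed from the difference of group means of the deposited values by more than the spread between replicates. None had the opposite sign. The largest gap on the log2 scale was 0.33. This sets unlike measures side by side, since the folds of Table S1 matched differences of group medians.

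Table 7 leaves out FN1, the gene of fibronectin. By the methods' t-test and group medians, 3 of its 7 probe sets were 2.25-fold to 2.70-fold lower in ACSL4 cells of MCF-7-1 and 2.01-fold to 2.03-fold lower in those of MCF-7-2, which meets the criteria stated for the table. By group means these 3 probe sets of FN1 had log2 fold changes of -0.84 to -0.81 in MCF-7-2, which is under 2-fold.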

Other observations

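The tests in this part were set before the results were seen. Several stress genes changed singly in SKBr3, in both directions. GDF15, a cytokine induced by stress, had a log2 fold change of -1.89 (standard error 0.12, adjusted p = 1.15e-05), TP53INP1 of -1.13 (standard error 0.10) and the lipoprotein receptor VLDLR of -2.10, each lower on 3 of 3 ACSL4 arrays, whereas TIGAR rose by 0.77. Of 22 p53 target genes, 1 was higher in MCF-7-1, 2 were higher in MCF-7-2, and 3 were higher and 6 lower in SKBr3 (camera adjusted p = 0.657, 0.221 and 0.834). Of 35 ATF4 target genes, 4 were higher and 2 lower, 2 higher, and 4 higher and 8 lower (0.595, 0.0714 and 0.293). Of 21 NRF2 and ferroptosis genes, 2 were lower in MCF-7-1 with the transketolase TKT at -0.76, limma called 0 in MCF-7-2 (3 higher and 2 lower at an unadjusted p under 0.05), and 3 were higher and 2 lower in SKBr3 with the cystine transporter SLC7A11 at 0.74 and the ferritin chain FTL at -0.87 (0.189, 0.526 and 0.888).

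Other acyl-CoA synthetases gave 2 higher and 1 lower of 12 in MCF-7-1, 1 higher in MCF-7-2, and 2 higher and 2 lower in SKBr3 with SLC27A6 at 1.08 (camera adjusted p = 0.657, 0.763 and 0.888). ACSL1 in MCF-7-1 (1.29, adjusted p = 0.0411) was called by only 1 of the 6 fits that leave out 1 array, that without ACSL4 array 3. Of 27 genes of fatty acid oxidation and the peroxisome, 5 were higher and 2 lower, 2 and 2, and 3 and 3 (0.270, 0.467 and 0.943), with CPT1A at -0.96 in MCF-7-1 and ACADM at -1.09 in SKBr3.

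With the real arms 3708 probe sets were called in MCF-7-1, 1392 in MCF-7-2 and 7676 in SKBr3. In each experiment 1 of 10 splits of the 6 arrays gave as many, the real one itself, and the highest of the other splits gave 0. With 10 splits, too few are available to say whether chance can be excluded. For the average effect, 1 of 100 splits within the experiments gave as many as the 5212 called, and the highest of the others 2270. A chance division of the arrays into arms can thus be excluded, but not a difference between the clones or, if the labels are right, in doxycycline in MCF-7-1. Control and ACSL4 arrays did not overlap for 24.1%, 20.5% and 33.5% of probe sets in MCF-7-1, MCF-7-2 and SKBr3, where chance gives 10%.

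Wnt target genes included CD44 (-1.63) and TCF7L2 (-1.37) lower in MCF-7-1, and of 18 genes 1 was higher and 4 lower, 2 and 1, and 2 and 4 (camera adjusted p = 0.0512, 0.510 and 0.0552). With chromosome medians removed camera called this list lower in MCF-7-1 (adjusted p = 0.0486). In SKBr3 2 genes were then higher and 9 lower (0.0838). Of 24 mesenchymal genes, 2 were higher and 4 lower, 1 and 2, and 2 and 2 (0.621, 0.315 and 0.773). Of 19 epithelial genes, 1 was higher and 5 lower in MCF-7-1, limma called 0 in MCF-7-2 (3 and 2 at an unadjusted p under 0.05), and 3 were lower in SKBr3 (0.00363, which was 0.416 with an estimated correlation, 0.374 and 0.648). Of 12 basal genes, limma called 0 in MCF-7-1 (1 and 1 at an unadjusted p under 0.05), 1 higher in MCF-7-2, and 1 higher and 2 lower in SKBr3, among them BCL11A at -1.25 (0.876, 0.315 and 0.834). Of 11 genes of the HER2 amplicon, 2 were lower in MCF-7-1 with PSMD3 at -0.77, limma called 0 in MCF-7-2 (1 higher at an unadjusted p under 0.05), and 1 was higher in SKBr3 (0.311, 0.374 and 0.648).

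Of 46 ribosomal protein genes limma called 0 in each experiment, with 8 higher in MCF-7-1, 0 in MCF-7-2 and 1 lower in SKBr3 at an unadjusted p under 0.05, and camera called the list higher in MCF-7-1 (adjusted p = 0.000252, and 0.211 with an estimated correlation; 0.194 and 0.888 in the others). Of 29 genes of the proteins in Table 9, 2 were higher and 5 lower, 1 lower, and 1 higher and 3 lower, with PRKCA at 0.73 in SKBr3 (0.621, 0.130 and 0.945). Of 12 genes typical of SKBr3, 1 was higher, 1 higher, and 3 higher and 1 lower (0.739, 0.315 and 0.834). Of 13 fibroblast markers, 1 was lower, 1 higher and 2 lower (0.649, 0.0714 and 0.648). With chromosome medians removed camera called this list higher in MCF-7-2 (adjusted p = 0.0205). Of 13 leukocyte markers limma called 0 in MCF-7-1 (0 at an unadjusted p under 0.05), 0 in MCF-7-2 (1 lower) and 2 higher in SKBr3 (0.657, 0.528 and 0.917). With an estimated correlation camera called 0 of the 37 lists in any experiment.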
